# αVβ8 integrin targeting to prevent posterior capsular opacification

**DOI:** 10.1172/jci.insight.145715

**Published:** 2021-11-08

**Authors:** Mahbubul H. Shihan, Samuel G. Novo, Yan Wang, Dean Sheppard, Amha Atakilit, Thomas D. Arnold, Nicole M. Rossi, Adam P. Faranda, Melinda K. Duncan

**Keywords:** Cell Biology, Ophthalmology, Drug therapy, Fibrosis

## Abstract

Fibrotic posterior capsular opacification (PCO), a major complication of cataract surgery, is driven by transforming growth factor–β (TGF-β). Previously, αV integrins were found to be critical for the onset of TGF-β–mediated PCO in vivo; however, the functional heterodimer was unknown. Here, β8 integrin–conditional knockout (β8ITG-cKO) lens epithelial cells (LCs) attenuated their fibrotic responses, while both β5 and β6 integrin–null LCs underwent fibrotic changes similar to WT at 5 days post cataract surgery (PCS). RNA-Seq revealed that β8ITG-cKO LCs attenuated their upregulation of integrins and their ligands, as well as known targets of TGF-β–induced signaling, at 24 hours PCS. Treatment of β8ITG-cKO eyes with active TGF-β1 at the time of surgery rescued the fibrotic response. Treatment of WT mice with an anti-αVβ8 integrin function blocking antibody at the time of surgery ameliorated both canonical TGF-β signaling and LC fibrotic response PCS, and treatment at 5 days PCS, after surgically induced fibrotic responses were established, largely reversed this fibrotic response. These data suggest that αVβ8 integrin is a major regulator of TGF-β activation by LCs PCS and that therapeutics targeting αVβ8 integrin could be effective for fibrotic PCO prevention and treatment.

## Introduction

Cataracts, a major cause of blindness (1), are treated by surgical removal of opaque lens cells followed by implantation of an artificial intraocular lens (IOL) (1). However, months to years later, a significant proportion of patients experience an apparent recurrence of their cataract as posterior capsular opacification (PCO) (2, 3). PCO occurs when the remnant lens epithelial cells (LCs) left behind post cataract surgery (PCS) migrate into the optical axis and transition into a mixture of myofibroblasts and aberrant lens fiber cells (3). Approximately 25% of adult human and veterinary patients, and almost 100% of pediatric patients who do not receive prophylactic posterior capsulotomy, develop clinically significant PCO within months to years PCS (4). PCO in adults is treated by neodymium:YAG (Nd:YAG) laser capsulotomy (2), although this is often unsuitable/inconvenient for pediatric and veterinary therapy (4). As Nd:YAG laser capsulotomy can also cause side effects, including macular edema and retinal detachment, PCO prevention is desirable (2, 4, 5). Currently, the only US FDA–approved approach to prevent PCO utilizes prosthetic IOLs, which sequester remnant LCs to the capsular bag periphery, an innovation that delays, but often does not prevent, PCO (4).

Transforming growth factor–β (TGF-β) signaling mediates the epithelial-mesenchymal transition (EMT) of LCs to myofibroblasts (6). While TGF-β concentrations in the aqueous humor are high before surgery, most of this TGF-β is inactive (7). Using a mouse cataract surgery model, we previously demonstrated that canonical TGF-β signaling is not easily detected in LCs until 48 hours PCS, with robust activation initiating at 3 days PCS (8). However, the mechanisms by which cataract surgery results in TGF-β signaling activation are unknown.

Integrins, heterodimeric extracellular matrix (ECM) receptors consisting of 1 α and 1 β subunit, mediate cell/ECM attachment, cell migration, and force transmission (9). Integrins also crosstalk with growth factor signaling (10), including the TGF-β pathway (11, 12). Thus, integrins are potential therapeutic targets for PCO prevention and/or treatment (9). Previously, we found that αV integrins are critical for fibrotic PCO (13) consistent with their known roles in latent TGF-β activation (14, 15). Notably, the αV integrin subunit heterodimerizes with a variety of β integrins (16), 4 of which (β1, β5, β6, and β8) upregulate in LCs PCS with dynamics similar to αV (13). Since each αV integrin heterodimer binds different ligands, and is inhibited by different compounds (17), the identification of the β subunit that pairs with αV to drive PCO is critical to both the development of anti-PCO therapies and the investigation of operant signaling mechanisms. In this study, we demonstrate that the gene encoding the β8 integrin subunit is necessary for LCs to trigger TGF-β signaling and fibrotic responses PCS and show that an αVβ8 integrin function blocking antibody ameliorates PCS TGF-β signaling and fibrosis, suggesting a possible therapeutic approach for PCO prevention.

## Results

### Neither β_5_ nor β_6_ integrins are critical for LC fibrosis PCS; however, β_8_ integrin protein levels upregulate in a pattern correlating with TGF-β signaling induction in LCs PCS.

Our prior study revealed that an α_V_ integrin is critical for the fibrotic response of LCs PCS (13). As α_V_ integrins are heterodimers between the α_V_ integrin subunit and one of several possible β integrins (16), we sought to identify which α_V_β integrin complex regulates the LC response to surgery. As β_5_ and β_6_ integrin levels upregulate in LCs PCS (13), and α_V_β_5_ and α_V_β_6_ integrins can regulate fibrosis (14, 18–20), we first characterized potential roles for β_5_ and β_6_ integrin in fibrotic PCO. β_5_ and β_6_ integrin–null adult lenses were transparent (not shown) and exhibited fibrotic responses, and canonical TGF-β signaling, at 5 days PCS similar to WT, as measured by the expression of a myofibroblast marker, α–smooth muscle actin (α-SMA; Figure 1, A and B; β_5_ integrin–null, *P* = 0.999; β_6_ integrin–null, *P* = 0.988), and SMAD2/3 phosphorylation (Figure 1, A and C; β_5_ integrin–null, *P* = 0.847; β_6_ integrin–null, *P* = 0.513). Similarly, systemic administration of either an α_V_β_5_-IBA or α_V_β_6_-IBA to WT mice following fiber cell removal did not alter the fibrotic response of LCs following lens injury (α-SMA; Figure 1, A and B; WT α_V_β_5_-IBA, *P* = 0.830; WT α_V_β_6_-IBA, *P* = 0.958) (TGF-β signaling PCS [p-SMAD2/3]; Figure 1, A and C; WT α_V_β_5_-IBA, *P* = 0.427; WT α_V_β_6_-IBA, *P* = 0.382). Overall, this suggests that neither α_V_β_5_ nor α_V_β_6_ integrins are essential for LC EMT PCS.

Next, the β_8_ integrin subunit was investigated as α_V_β_8_ integrin activates latent TGF-β in some circumstances (14, 15). At 0 hours PCS, remnant LCs expressed little β_8_ integrin protein (Figure 2, A and B), but its levels rose between 24 and 48 hours PCS (Figure 2, A and B; *P* ≤ 0.001); this was robust by 3 days PCS (Figure 2, A and B; *P* ≤ 0.001). β_8_ integrin expression was sustained through 5 days PCS (Figure 2, A and B; *P* ≤ 0.001) though its levels were significantly lower than 3 days PCS. In addition, both α_V_ and β_8_ integrin levels were similar between WT, β_5_ integrin–null, and β_6_ integrin–null capsular bags at 5 days PCS (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.145715DS1), suggesting that α_V_β_8_ integrin upregulation PCS is not dependent on either α_V_β_5_ integrin or α_V_β_6_ integrin. Further, neither α_V_ nor β_8_ integrin protein was detected in the intact human lens, but bright α_V_ integrin and β_8_ integrin staining was detected in LCs exhibiting high levels of α-SMA lining a human capsular bag collected several years after cataract surgery (Figure 2, C and D), indicating that α_V_β_8_ integrin upregulation in LCs PCS is conserved between humans and mice and may persist for extended times PCS.

Because β_8_ subunit protein level elevation observed in LCs PCS correlates with the timing of robust TGF-β signaling (8), we studied the function of α_V_β_8_ integrin in PCO by generating mice lacking the *Itgb8* gene from the lens (β_8_ITG-cKO) by mating mice carrying a floxed *Itgb8* allele (21) to mice harboring the lens-specific MLR10-Cre transgene (22) (Figure 3A). The deletion of the floxed region of *Itgb8* was confirmed by PCR analysis of genomic DNA isolated from adult lenses (Figure 3B) and by immunofluorescence of β_8_ integrin protein in WT and β_8_ITG-cKO LCs at 5 days PCS (Supplemental Figure 2). Adult β_8_ITG-cKO lenses (2–12 months old) are transparent (Figure 3C) and have refractive properties similar to WT (Figure 3D), suggesting that α_V_β_8_ integrin does not regulate adult lens structure. However, adult β_8_ITG-cKO lenses (8–14 months old) were 3.34% larger in diameter than WT lenses of similar age (*P* = 0.012), consistent with the phenotype of adult mouse lenses lacking the α_V_ integrin gene (*Itgav*) (13), suggesting that α_V_β_8_ integrin may regulate lens growth.

### Lenses lacking Itgb8 attenuate cell proliferation and fibrotic responses PCS while retaining their epithelial characteristics and ability to regenerate lens fiber cells.

The response of β_8_ITG-cKO LCs to lens fiber cell removal was tested by following the expression of the myofibroblast marker, α-SMA, and the fibrillar matrix proteins tenascin C and fibronectin (23) PCS (Figure 4, A–D). As expected, little to no α-SMA, tenascin C, or fibronectin protein were seen in or around remnant LCs associated with either WT or β_8_ITG-cKO capsular bags at 0 hours PCS. By 48 hours PCS, both WT and β_8_ITG-cKO LCs upregulated all 3 proteins; however, β_8_ITG-cKO LCs attenuated their upregulation of tenascin C (Figure 4, A and C; *P* = 0.005) and fibronectin (Figure 4, A and D; *P* = 0.022) protein compared with WT while α-SMA levels remained similar (Figure 4, A and B; *P* = 0.446). WT LCs further upregulated all 3 fibrotic proteins (Figure 4, A–D) (α-SMA, *P* ≤ 0.001; tenascin C, *P* = 0.002; fibronectin, *P* = 0.003) 5 days PCS. In contrast, β_8_ITG-cKO LCs still expressed less of these proteins 5 days PCS compared with WT (Figure 4, A and B–D) (α-SMA, *P* = 0.001; tenascin C, *P* ≤ 0.001; fibronectin, *P* = 0.005), suggesting *Itgb8* deletion from the lens inhibits the fibrotic response of remnant LCs PCS.

We next investigated the expression of an epithelial cell marker, E cadherin, to determine if β_8_ITG-cKO LCs retain their epithelial character PCS. As expected, both WT and β_8_ITG-cKO LCs expressed E cadherin protein at 0 hours PCS (Figure 4, A and E). However, by 48 hours PCS, E cadherin protein levels were downregulated in WT LCs (Figure 4, A and E; *P* ≤ 0.001), and this downregulation was sustained through 5 days PCS (Figure 4, A and E; *P* ≤ 0.001). In contrast, E cadherin levels were unchanged in β_8_ITG-cKO 48 hours (Figure 4, A and E; *P* = 0.651) and 5 days PCS (Figure 4, A and E; *P* = 0.390), suggesting that *Itgb8*-null LCs preserve their epithelial characteristics PCS.

Because the cells associated with β_8_ITG-cKO capsular bags at 5 days PCS are no longer in a monolayer along the capsule, the expression of aquaporin 0, a fiber cell preferred membrane protein, was investigated; some LCs differentiate into structurally aberrant lens fiber cells during PCO pathogenesis, contributing to “pearl-like” PCO when in the visual axis and Soemmering’s ring when restricted to the capsular bag periphery (3). Remnant LCs from WT and β_8_ITG-cKO mice expressed little aquaporin 0 (Figure 4, A and F) immediately PCS. By 48 hours PCS, WT and β_8_ITG-cKO capsular bags were associated with some aquaporin 0–expressing cells and robustly so by 5 days PCS (Figure 4, A and F; WT *P* ≤ 0.001; β_8_ITG-cKO *P* = 0.003), indicating that β_8_ITG-cKO LCs can differentiate into lens fiber-like cells PCS to a similar extent as WT.

Notably, fewer cells were associated with β_8_ITG-cKO capsular bags than WT at 5 days PCS (*P* ≤ 0.001) (Figure 4G). Because apoptosis was not detected in the capsular bags of either WT or β_8_ITG-cKO mice at any time PCS (data not shown), LC proliferation was investigated by following the expression of Ki67, a marker of all cell cycle stages except G_0_ (24). At 0 hours PCS, few to no remnant LCs were proliferating (Figure 4, H and I) in WT or β_8_ITG-cKO mice. In contrast, Ki67-positive LCs increased between 0 and 48 hours PCS in WT (Figure 4, H and I; *P* = 0.002) and β_8_ITG-cKO (Figure 4, H and I; *P* = 0.03). However, the WT capsular bag had a higher percentage of Ki67-positive cells compared with β_8_ITGcKOs at 48 hours PCS (Figure 4, H and I; *P* = 0.02), suggesting β_8_ITG-cKO LCs proliferate less PCS. These data suggest LCs lacking *Itgb8* attenuate their fibrotic response PCS while retaining their epithelial phenotype.

### RNA-Seq reveals genes associated with fibrosis and inflammation are differentially expressed in β_8_ITG-cKO LCs PCS.

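The deposited data cover 12 RNA libraries, 3 from each of 4 conditions: WT LCs at 0 h and 24 h PCS and β8ITG-cKO LCs at 0 h and 24 h PCS, each made from 5 lens capsules. The authors prepared stranded total RNA libraries, counted read pairs per gene and deposited FPKM as Cuffdiff gave them, in 4 tables of 45859 genes that each hold a pair of conditions, with Cuffdiff's own group values, fold changes and q values. The FPKM of a library were identical in every table that held it, so the tables could be joined without a change of values. This does not make the levels of different libraries comparable. Over genes with a mean of at least 2 FPKM, the median ran from 5.93 FPKM in WT 0 h replicate 3 to 8.51 FPKM in β8ITG-cKO 24 h replicate 3. Summed FPKM ran from 446531 to 740140 per library, with 36.0% to 49.6% of the sum in the 10 highest genes. Total read counts were not used here, so the depth is unknown, but the steps between low FPKM values gave relative depths of 0.87 to 1.09. Gene positions are those of the files, whose build was compared with GRCm38: 90.0% of symbols were found there, and 99.5% of those genes overlapped the GRCm38 position. Each comparison was fitted here with limma-trend on log2(FPKM + 1) over genes with a mean of at least 0.5 FPKM in its 6 libraries, with Benjamini-Hochberg adjustment. A gene was called when its adjusted p was at most 0.05 and its group means met the paper's criteria, namely a fold change over 2, a difference over 2 FPKM and at least 2 FPKM in 1 group. An FPKM of exactly 0 can be a failed estimate: Cryaa was listed at 0 in WT 0 h replicate 2 and at 8385.01 FPKM or more in the other 11 libraries. Values of 0 are therefore given as listed.
Itgb8, the deleted gene, lies on chromosome 12 from 119162803 to 119238276. It had 7.26, 10.78 and 8.42 FPKM in the WT 0 h libraries, 9.08, 8.38 and 9.58 FPKM in the WT 24 h libraries, 6.83, 4.58 and 7.31 FPKM in the β8ITG-cKO 0 h libraries, and 9.28, 11.83 and 10.28 FPKM in the β8ITG-cKO 24 h libraries. At 24 h the log2 difference between β8ITG-cKO and WT was 0.19 (standard error 0.14, adjusted p = 0.486 from limma-trend with Benjamini-Hochberg adjustment), and at 0 h it was -0.45 (standard error 0.19, adjusted p = 0.209). The authors' deposited q value is 0.769 at 24 h and 0.0281 at 0 h, lower in β8ITG-cKO. From 0 h to 24 h, Itgb8 rose by 0.68 in β8ITG-cKO LCs (adjusted p = 0.0132, or 0.0734 with FPKM rescaled to the same median) and by 0.04 in WT LCs (adjusted p = 0.873). The difference between these changes was 0.64 (standard error 0.24, adjusted p = 0.131 from limma-trend), which is not past the threshold. The paper's deletion removes the exon between the loxP sites, while the gene-level FPKM cover all exons of Itgb8. The level of Itgb8 need not fall with that exon, and at 24 h it does not separate the libraries labelled β8ITG-cKO from those labelled WT. The paper reports the deletion by PCR of lens DNA and the absence of β8 integrin protein in β8ITG-cKO LCs.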

Because phenotypic differences between WT and β_8_ITG-cKO LCs manifest by 48 hours PCS, we performed RNA-Seq on WT and β_8_ITG-cKO LCs at 24 hours PCS to gain insight into this phenotype’s proximal cause. This revealed 2312 genes differentially expressed in WT LCs at 24 hours PCS compared with 0 hours PCS (1273 genes upregulated, 1039 genes downregulated under criteria for biologically significant differences; ref. 25). 

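Of 15146 genes tested between WT LCs at 24 h and 0 h PCS, 2159 were called here, 1566 higher and 593 lower at 24 h (limma-trend, adjusted p at most 0.05). Leaving out each library in turn gave between 1650 calls, without WT 24 h replicate 2, and 2611 calls, without WT 24 h replicate 3, and no shared gene changed sign. The median gene lay 0.16 higher at 24 h on the log2 scale. After FPKM were rescaled to the same median in every library, this shift was -0.05 and the calls were 983 higher and 963 lower. With a fold change over 4 in place of 2, 660 genes were called. Tnc rose from 0.604 ± 0.366 FPKM (SD, n = 3) to 123 ± 80.7 FPKM (SD, n = 3), a change of 6.07 on the log2(FPKM + 1) scale (standard error 0.47, adjusted p = 0.000258 from limma-trend). Lcn2 rose from 17.4 ± 10.4 to 2340 ± 1550 FPKM (SD, n = 3 each), with a log2 change of 6.94. Snord14d was listed at 0 in the WT 0 h libraries and at 755.77, 3471.73 and 4515.73 FPKM at 24 h. Among falling genes, Lenep went from 74.4 ± 15.3 to 3.71 ± 3.57 FPKM (SD, n = 3 each), a log2 change of -4.24 (standard error 0.47, adjusted p = 0.000956 from limma-trend). Crygf was at 11.91, 15.14 and 22.23 FPKM at 0 h and at 0, 0.15 and 0 FPKM at 24 h. With 3 libraries against 3, an exact permutation test of 1 gene cannot give a p below 0.1.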

As we previously reported (8, 26), the upregulated genes included those that participate in tissue inflammation (Supplemental Table 4) and fibrosis (Supplemental Table 5), while many genes important for lens structure and function were downregulated (Supplemental Table 6).

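All 16 genes of Supplemental Table 4 (inflammation) were called higher in WT LCs at 24 h PCS, with log2 changes from 1.59 to 6.94 and a median of 3.53. In Supplemental Table 5 (fibrosis), 27 of 28 genes were called higher, with a median of 2.97, and in each of the 28 every 24 h library lay above every 0 h library. Chance gives this for 5% of unselected genes (10% for either direction), but the study chose the list on these libraries, so the count is not independent evidence. In Supplemental Table 6 (lens genes), all 25 genes had an adjusted p of at most 0.05 and 21 met every criterion as lower, with a median log2 change of -1.96. The first genes of Supplemental Table 4 were listed at 0 in the WT 0 h libraries. At 24 h, S100a9 had 30.68, 19.28 and 24.15 FPKM, Cxcl3 had 23.21, 36.96 and 13.38 FPKM, and S100a8 had 18.46, 13.97 and 9.29 FPKM. Ecm1 rose from 1.17 ± 0.262 to 107 ± 43.8 FPKM (SD, n = 3 each), a log2 change of 5.57 (standard error 0.27, adjusted p = 6.24e-05 from limma-trend). The γ-crystallin genes Crygd, Crygb and Crygc, which lie side by side on chromosome 1 between 65061838 and 65082290, fell from 181 ± 64, 324 ± 18.1 and 404 ± 46.8 FPKM to 0.495 ± 0.482, 1.47 ± 0.661 and 5.55 ± 5.16 FPKM (SD, n = 3 each). Their log2 changes were -6.91, -7.07 and -6.49, each with an adjusted p of at most 0.0012. The 3 genes are close paralogs, and how Cuffdiff shared reads between them is not known here.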

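Between β8ITG-cKO and WT LCs at 24 h PCS, 15366 genes were tested and 562 called, 518 higher and 44 lower in β8ITG-cKO. Between 371 genes, without β8ITG-cKO 24 h replicate 2, and 638 genes, without WT 24 h replicate 1, were called when 1 library was left out, and 132 with at least 10 FPKM and a difference over 10 FPKM required. The excess of higher genes depended on the treatment of retinal RNA. After subtraction of an estimated retinal part, chosen after the data were seen, 182 genes were higher and 174 lower, or 308 and 125 with a smaller slope. The subtraction may itself produce some of the lower genes. The gene-level FPKM of Itgb8 need not fall when an exon is deleted and did not separate the 24 h libraries. The genotype of each library, and so the direction of each difference, is taken from the labels. Named by the largest change among genes of at least 10 FPKM with no overlap between the groups, the highest in β8ITG-cKO were Gm10260, Gm11942, Rbp3, Rp1 and Crx. Gm10260 was at 2.16, 0.88 and 1.07 FPKM in WT and at 45.76, 23.87 and 84.76 FPKM in β8ITG-cKO, and Gm11942 at 0, 0.06 and 0 FPKM against 10.93, 10.63 and 13.0 FPKM. Both are predicted genes, whose reads can be shared with near-identical copies. Both were as different at 0 h, with log2 differences of 4.6 and 3.9 between the genotypes against 4.3 and 3.6 at 24 h. Rbp3, Rp1 and Crx, which photoreceptors express, were at 98.8 ± 2.49, 41.3 ± 1.87 and 32.5 ± 2.73 FPKM in β8ITG-cKO and at 7.71 ± 2.16, 3.06 ± 0.79 and 2.37 ± 0.503 FPKM in WT (SD, n = 3 each), each with an adjusted p of 0.000335 from limma-trend. The largest falls were in Rpl3-ps2, a pseudogene, Sprr1a, Lgals3, Cxcl5 and Gm3579. Sprr1a was at 52.3 ± 6.12 FPKM in WT and 12.4 ± 5.27 FPKM in β8ITG-cKO (SD, n = 3 each), a log2 change of -2.07 (adjusted p = 0.00844). Lgals3 was at 130 ± 18 and 32.7 ± 6.31 FPKM (SD, n = 3 each), a log2 change of -1.97 (adjusted p = 0.00169). Cxcl5 had a log2 change of -1.94 (adjusted p = 0.0401), Rpl3-ps2 of -2.64 (adjusted p = 0.044) and Gm3579 of -1.84 (adjusted p = 0.0328). When 1 library was left out, the adjusted p rose to at most 0.143 for Cxcl5, 0.153 for Rpl3-ps2 and 0.118 for Gm3579. For Sprr1a and Lgals3 it stayed at 0.0377 and 0.0129 or less. The authors' deposited q value for Rpl3-ps2 is 0.448. Gm3579 was already lower in β8ITG-cKO at 0 h, with a log2 difference of -0.94.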

Comparison between WT and β_8_ITG-cKO LCs at 24 hours PCS revealed that 828 genes were differentially expressed under the biological significance criteria (25) (Supplemental Figure 3). Of these, 97 were upregulated in WT LCs by 24 hours PCS but not in β_8_ITG-cKO LCs (Supplemental Table 7). 

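Called genes that rose in WT LCs by 24 h PCS and were lower in β8ITG-cKO LCs at 24 h numbered 28. Both comparisons share the WT 24 h libraries, and simulated β8ITG-cKO libraries with no true difference gave a median of 0 such genes and at most 2 in 100 draws. Of 100 random regroupings of the libraries, the real one included, 4 gave as many, and the largest number was 342. Of the 28, 17 were not called higher between 0 h and 24 h in β8ITG-cKO LCs, and 11 were called higher there too, among them Grem1, Cxcl5 and Sprr1a. The number ran from 11, without β8ITG-cKO 24 h replicate 2, to 63, without WT 24 h replicate 1. The paper gives 97 genes for Supplemental Table 7, of which 96 were read here. All 96 had a lower mean in β8ITG-cKO LCs at 24 h, with log2 changes from -2.44 to -0.24 and a median of -1.01. The adjusted p was at most 0.05 for 26 of them, and 23 met every criterion. In 67 of the 96, every β8ITG-cKO library lay below every WT library. Chance gives this for 5% of unselected genes (10% for either direction), but the study chose the list on these libraries for being lower, so the count is not independent evidence. Applied to the authors' deposited table of q values, the same criteria give 102 genes.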

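All 23 genes of Supplemental Table 8, which holds genes of fibrosis and inflammation, had lower mean FPKM in β8ITG-cKO than in WT LCs at 24 h PCS, with a median log2 change of -1.25 and a range of -2.00 to -0.25. Over all genes tested, 4 of the 23, Pttg1, Anxa8, Cxcl5 and Grem1, had an adjusted p of at most 0.05 from limma-trend. Adjusted over the list alone, the number was 16, which is not independent evidence, as the genes were chosen on these libraries. In 14 of the 23, every β8ITG-cKO library lay below every WT library, which chance gives for 5% of unselected genes (10% for either direction), and this is not independent evidence either. Pttg1 was at 7.49 ± 1.71 FPKM in WT and 1.66 ± 0.805 FPKM in β8ITG-cKO (SD, n = 3 each; adjusted p = 0.0104), and Anxa8 at 14.6 ± 5.81 and 3.89 ± 0.425 FPKM (SD, n = 3 each; adjusted p = 0.0105). For 19 of the 23, the authors' deposited q value is at most 0.05. Pttg1 was also lower in β8ITG-cKO LCs at 0 h.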

Consistent with β_8_ITG-cKO LCs’ muted fibrotic response PCS, several of these were associated with fibrotic disease while others regulate inflammation (Supplemental Table 8).

### β_8_ITG-cKO LCs fail to upregulate known TGF-β–responsive genes PCS, while attenuating their activation of TGF-β signaling, and this is rescued by adding active TGF-β1.

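Of the TGF-β-linked genes Grem1, Thbs1, Fn1, Itga5, Acta2 and Tnc, Grem1 had an adjusted p of at most 0.05 between β8ITG-cKO and WT LCs at 24 h PCS. Itga5, on chromosome 15 from 103344286 to 103366791, was at 45.7 ± 24.9 FPKM in WT and 17 ± 1.94 FPKM in β8ITG-cKO (SD, n = 3 each), a log2 change of -1.26 (standard error 0.33, adjusted p = 0.0692 from limma-trend with Benjamini-Hochberg adjustment). Every β8ITG-cKO library lay below every WT library for Itga5, and its adjusted p was 0.0467 after rescaling to the same median and from 0.033 to 0.206 when 1 library was left out. Thbs1 was at 32 ± 15.2 and 14.9 ± 7.69 FPKM (SD, n = 3 each), a log2 change of -1.03 (standard error 0.46, adjusted p = 0.269). At 0 h, Thbs1 was already lower in β8ITG-cKO, at 1.5, 1.92 and 1.53 FPKM against 4.94, 3.13 and 5.1 FPKM in WT. The rise of Thbs1 to 24 h was 2.48 in β8ITG-cKO and 2.5 in WT on the log2 scale. Acta2 was at 525.7, 968.39 and 200.72 FPKM in the WT libraries and at 207.23, 378.6 and 206.56 FPKM in the β8ITG-cKO libraries, a log2 change of -0.88 (standard error 0.55, adjusted p = 0.419). Fn1 was at 109.58, 180.54 and 46.67 FPKM in WT and at 73.53, 98.07 and 66.42 FPKM in β8ITG-cKO, and its log2 change of -0.31 had an adjusted p of 0.744. Tnc was at 113.83, 208.54 and 48.03 FPKM in WT and at 96.81, 67.79 and 91.96 FPKM in β8ITG-cKO, and its log2 change of -0.31 had an adjusted p of 0.77. For Thbs1, Acta2, Fn1 and Tnc the groups overlapped through WT replicate 3, while WT replicates 1 and 2 lay above every β8ITG-cKO library. Without WT 24 h replicate 2, the log2 changes of Fn1 and Tnc were 0.13 and 0.19, and without WT 24 h replicate 3 they were -0.84 and -0.86, with no adjusted p below 0.11 for either gene in any fit without 1 library. In the authors' deposited table, the q value is 0.00101 for Grem1, Thbs1, Itga5 and Acta2, 0.119 for Fn1 and 0.0977 for Tnc.

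**Figure D1:**
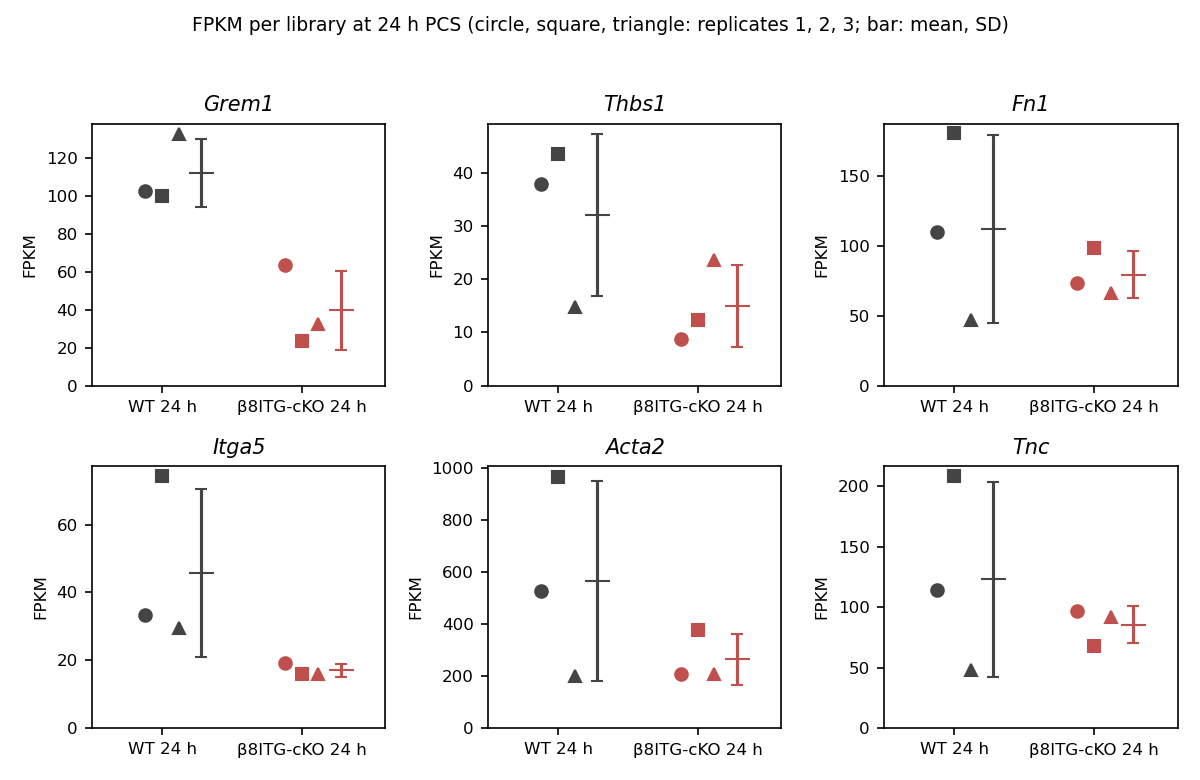
FPKM of the 6 genes in each library at 24 h PCS, with WT in grey and β8ITG-cKO in red; the symbols mark replicates 1, 2 and 3, and the bars the mean and SD of 3 libraries. The WT libraries of Acta2 range from 200.72 to 968.39 FPKM and overlap the β8ITG-cKO libraries, while for Grem1 and Itga5 the groups are apart.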

Notably, α_V_β_8_ integrin can activate latent TGF-β (27) while genes known either to regulate (gremlin-1 [*Grem1*], *Thbs1*, *Fn1,* *Itga5*) (23, 28–30), or to be regulated by TGF-β signaling (*Acta2*, *Tnc*) (23, 31), were differentially expressed in β_8_ITG-cKO LCs 24 hours PCS (Supplemental Table 8 and Figure 5A). 

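The genes of Supplemental Table 9, which TGF-β raises in cultured cells, all had lower means in β8ITG-cKO than in WT LCs at 24 h PCS, with a median log2 change of -0.57 over the 60 genes. Over all genes tested, 4 of them, among which were Dynlt3, Fam114a1 and Flnc, had an adjusted p of at most 0.05 from limma-trend, against 27 adjusted over the list alone, and in 37 the libraries of the groups did not overlap (10% by chance). Without WT 24 h replicate 3 the number past the threshold was 21, and without β8ITG-cKO 24 h replicate 2 it was 0, with 30 at an unadjusted p under 0.05. The 47 genes of Supplemental Table 10, which TGF-β lowers in cultured cells, all had higher means in β8ITG-cKO. Of these, 46 were tested, with a median log2 change of 0.79, and 26 had an adjusted p of at most 0.05, or 42 adjusted over the list alone, while the groups did not overlap in 44. Leaving out 1 library gave between 11 and 22 genes of Supplemental Table 10, with 11 without β8ITG-cKO 24 h replicate 2. After subtraction of an estimated retinal part, chosen after the data were seen, 11 genes of Supplemental Table 10 were past the threshold, 10 of them higher. The study chose both lists on these libraries, so neither the counts adjusted over the list alone nor those of groups that do not overlap are independent evidence. The list of TGF-β-regulated genes behind the odds ratio was not used here. From its comparison with genes that TGF-β regulates in cultured cells, the paper proposes that αVβ8 integrin affects TGF-β pathway activation PCS.

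**Figure D2:**
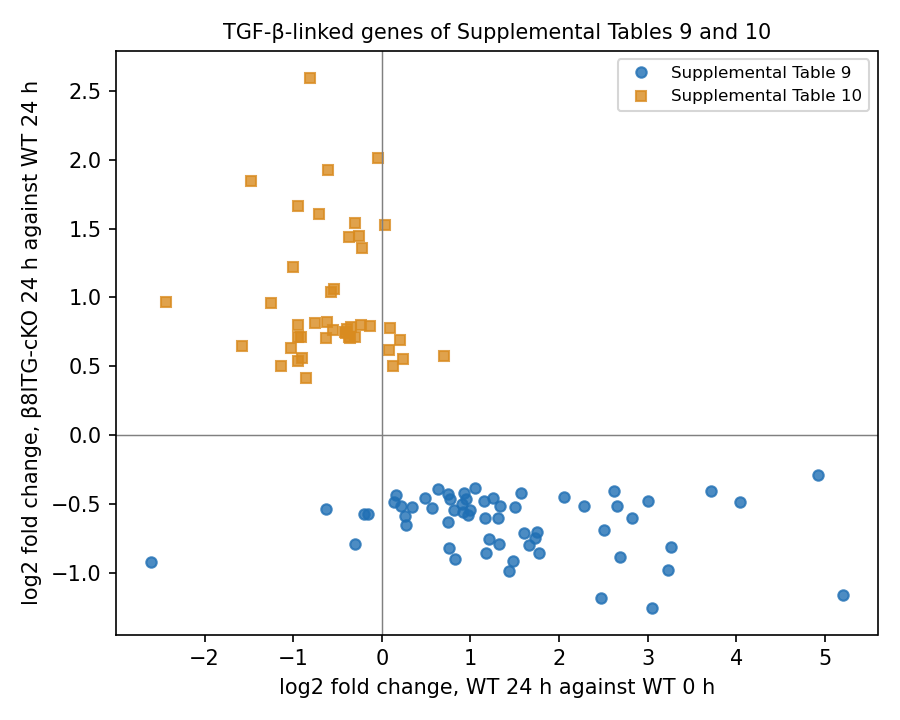
Log2 fold change on the log2(FPKM + 1) scale in WT at 24 h against 0 h (horizontal) and in β8ITG-cKO against WT at 24 h (vertical), 1 point per gene of Supplemental Table 9 (blue) and Supplemental Table 10 (orange). The blue points lie below 0 on the vertical axis, with a median of -0.57, and the orange points above 0, with a median of 0.79.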

Comparison with TGF-β–regulated genes in cultured cells (32) revealed 60 genes upregulated by TGF-β treatment exhibited attenuated upregulation in β_8_ITG-cKO LCs (Supplemental Table 9) but 47 genes downregulated by TGF-β treatment expressed at higher levels in β_8_ITG-cKO LCs at 24 hours PCS (Supplemental Table 10), suggesting α_V_β_8_ integrin affects TGF-β pathway activation PCS (OR 2.99, *P* = 6.3 × 10^–4^).

Thus, canonical TGF-β pathway activation PCS was determined in WT and β_8_ITG-cKO LCs by assaying the downstream effector of TGF-β signaling, p-SMAD2/3 (33) (Figure 5, B and C). As we previously reported (8), elevated p-SMAD2/3 levels were first detectable in WT LCs 48 hours PCS (Figure 5, B and C; *P* = 0.013) while this induction was attenuated in β_8_ITG-cKO LCs (Figure 5, B and C; *P* = 0.042). Further, while WT LCs further enhanced this signaling by 5 days PCS (Figure 5, B and C; *P* < 0.001), p-SMAD2/3 levels remained low in β_8_ITG-cKO LCs (Figure 5, B and C; *P* < 0.001), suggesting that TGF-β signaling PCS depends on the upregulation of β_8_ integrin expression.

Because active TGF-β induces LC conversion to myofibroblasts (6), and β_8_ITG-cKO LCs exhibit reduced TGF-β signaling PCS, we tested whether exogenous active TGF-β could rescue these defects (Figure 5, D–I). As active TGF-β1 treatment of β_8_ITG-cKO capsular bags caused robust induction of SMAD2/3 phosphorylation (Figure 5, D and E; *P* < 0.001) and α-SMA (Figure 5, D and F; *P* = 0.011), tenascin C (Figure 5, D and G; *P* = 0.007), fibronectin (Figure 5, D and H; *P* = 0.012), and collagen I (Figure 5, D and I; *P* = 0.003) 5 days PCS, α_V_β_8_ integrin may play a key role in activating TGF-β signaling in LCs PCS.

### Blocking the interaction of TGF-β latency associated peptide with α_V_β_8_ integrin in WT LCs phenocopies the attenuated fibrotic response and TGF-β signaling defects detected in β_8_ITG-cKO LCs PCS.

TGF-β is secreted from cells bound to its latency associated peptide (LAP) and latent binding proteins, forming the latent TGF-β complex (14). Upon secretion, the latent TGF-β complex is tethered to the ECM by binding to matrix proteins such as fibronectin (14, 23). The release of active TGF-β1 from the latent complex can be accomplished by the interaction of the LAP with integrins such as α_V_β_8_ (12, 14). Thus, we next tested whether α_V_β_8_ integrin function-blocking antibody (ADWA-11), which antagonizes LAP binding to α_V_β_8_ integrin (α_V_β_8_-IBA), thus blocking TGF-β activation (34), can influence the fibrotic response of LCs (Figure 6, A–F). Systemic treatment of WT mice at surgery with α_V_β_8_-IBA inhibited canonical TGF-β signaling measured by p-SMAD2/3 (Figure 6, A and B; *P* = 0.017) 3 days PCS, the time when robust TGF-β signaling is first detected in LCs (8). This correlated with attenuated fibrotic response of LCs 3 days PCS measured by α-SMA (Figure 6, A and C; *P* = 0.002), tenascin C (Figure 6, A and D; *P* = 0.003), fibronectin (Figure 6, A and E; *P* ≤ 0.001), and collagen I (Figure 6, A and F; *P* = 0.019) levels. As these attenuations were similar to that observed in β_8_ITG-cKO LCs (Figure 6, A–F), α_V_β_8_-IBA likely blocks TGF-β activation and subsequent fibrotic response of LCs PCS.

We confirmed that α_V_β_8_-IBA works at the level of TGF-β activation by coadministering active TGF-β1 (into the capsular bag) and α_V_β_8_-IBA (systemically) to β_8_ITG-cKO mice at surgery (Figure 6, G–I). As expected, active TGF-β1 rescued the TGF-β activation defect in β_8_ITG-cKO LCs and subsequent fibrosis at 3 days PCS even in the presence of α_V_β_8_-IBA measured by p-SMAD3 (Figure 6, G and H, P = 0.008) and α-SMA (Figure 6, G and I, P = 0.033) levels, and this phenocopied the rescue of fibrosis and TGF-β signaling in β_8_ITG-cKO capsular bags by active TGF-β1 treatment (Figure 6, G and H; p-SMAD3, *P* = 0.351; Figure 6, G and I; α-SMA, *P* = 0.951). This confirms that α_V_β_8_-IBA reduces LC fibrosis PCS by blocking the interaction of TGF-β LAP with α_V_β_8_ integrin.

Next, we tested if a single treatment with α_V_β_8_-IBA at the time of fiber removal reduces LC fibrosis later PCS (Figure 7, A–F). Thus, α_V_β_8_-IBA was administered to WT mice at cataract surgery, and the samples were harvested 5 days PCS (when LCs exhibit sustained fibrotic responses and robust TGF-β signaling; ref. 23). α_V_β_8_-IBA–treated WT mice exhibited attenuated TGF-β signaling and fibrotic responses measured by reduced p-SMAD3 (Figure 7, A and B; *P* = 0.008) and α-SMA (Figure 7, A and C; *P* ≤ 0.001), tenascin C (Figure 7, A and D; *P* = 0.008), fibronectin (Figure 7, A and E; *P* = 0.025), and collagen I (Figure 7, A and F; *P* = 0.016) levels until at least 5 days PCS. Further, like β_8_ITG-cKO capsular bags, α_V_β_8_-IBA–treated WT capsular bags exhibited less LC proliferation 3 days PCS (Figure 7, G–I; β_8_ITG-cKO, *P* = 0.031; α_V_β_8_-IBA *P* = 0.048) than controls. This supports the idea that blockade of TGF-β activation at the time of lens injury is sufficient to prevent the fibrotic transformation of LCs.

Finally, we investigated whether α_V_β_8_-IBA could arrest or reverse fibrotic PCO once established. Lens fibers were removed from WT mice, and 5 days PCS, they were treated systemically with either a single dose of α_V_β_8_-IBA, or 2 doses of α_V_β_8_-IBA given at 5 and 7.5 days PCS. Samples were harvested 10 days PCS (Figure 8A). Single-dose α_V_β_8_-IBA given 5 days PCS was sufficient to significantly attenuate SMAD2/3 phosphorylation 10 days PCS (Figure 8, B and C; WT vs. WT α_V_β_8_-IBA-1 dose *P* = 0.007) to a similar extent as β_8_ITG-cKO LCs (Figure 8, B and C; WT vs. β_8_ITG-cKO *P* = 0.009). Similarly, fibrotic marker protein levels were also significantly attenuated in α_V_β_8_-IBA–treated mice 10 days PCS compared with vehicle, and these attenuations were similar to those observed in β_8_ITG-cKO LCs (Figure 8, B and D; tenascin C WT vs. WT α_V_β_8_-IBA-1 dose *P* = 0.002; WT vs. β_8_ITG-cKO *P* = 0.001) (Figure 8, B and E; fibronectin WT vs. WT α_V_β_8_-IBA-1 dose *P* = 0.015; WT vs. β_8_ITG-cKO *P* = 0.002) (Figure 8, B and F; collagen I WT vs. WT α_V_β_8_-IBA-1 dose *P* = 0.012; WT vs. β_8_ITG-cKO *P* ≤ 0.001).

However, single-dose α_V_β_8_-IBA given 5 days PCS was insufficient to significantly attenuate α-SMA protein levels (Figure 8, B and G; WT vs. WT α_V_β_8_-IBA-1 dose *P* = 0.067). Notably, 2 doses of α_V_β_8_-IBA given 5 and 7.5 days PCS did significantly decrease α-SMA protein levels 10 days PCS (Figure 8, B and G; WT vs. WT α_V_β_8_-IBA-2 doses *P* = 0.013). However, α-SMA protein levels were still higher in both treatment groups (Figure 8, B and G; WT α_V_β_8_-IBA -1 dose *P* = 0.008) and (Figure 8, B and G; WT α_V_β_8_-IBA -2 doses, *P* = 0.038) LCs compared with β_8_ITG-cKO LCs 10 days PCS. This suggests α_V_β_8_-IBA therapy after LC fibrosis was established halted canonical TGF-β signaling, which substantially reduced fibrosis even in the presence of some degree of EMT.

Because 3 experimental approaches revealed that TGF-β activation by α_V_β_8_ integrin is a core mechanism of PCO development, next we characterized the regulatory relationship between α_V_β_8_ integrin–mediated TGF-β activation and 2 other PCO regulators, gremlin-1 and ECM binding integrins.

### Induction of α_V_β_8_ integrin is required for LCs to upregulate gremlin-1 levels PCS, though gremlin-1 does not rescue induction of canonical TGF-β signaling and fibrotic gene expression in β_8_ITG-cKO LCs.

Previously, we reported that gremlin-1, best known as a BMP antagonist (35), upregulates in LCs by 48 hours PCS and rescues the defects in sustained canonical TGF-β signaling observed in LCs lacking the fibronectin gene (23). 

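Grem1, on chromosome 2 from 113748674 to 113758785, was at 1.4, 0.21 and 0.11 FPKM in WT LCs at 0 h PCS and at 102.8, 99.91 and 132.36 FPKM at 24 h. The ratio of the means, 112 ± 18 to 0.575 ± 0.718 FPKM (SD, n = 3 each), was 194, and the log2(FPKM + 1) change was 6.24 (standard error 0.29, adjusted p = 6.24e-05 from limma-trend with Benjamini-Hochberg adjustment). As the 0 h mean is near the floor, the ratio depends on 1 library: without WT 0 h replicate 1 it was 691. In β8ITG-cKO LCs at 24 h, Grem1 was at 63.33, 23.4 and 32.47 FPKM, a mean 2.81-fold lower than in WT, with a log2 change of -1.58 (standard error 0.34, adjusted p = 0.0348). Every β8ITG-cKO library lay below every WT library, and the adjusted p ran from 0.0116 to 0.13 when 1 library was left out, with values above 0.05 in 5 of the 6 fits. In β8ITG-cKO LCs at 0 h, Grem1 was listed at 0 in replicates 1 and 2 and at 0.12 FPKM in replicate 3, and its rise to 24 h was 5.17 on the log2(FPKM + 1) scale. The difference between the rises in both genotypes was -1.07 (standard error 0.48, adjusted p = 0.196 from limma-trend), which is not past the threshold.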

Here, RNA-Seq revealed that *Grem1* mRNA levels were upregulated 170-fold in WT LCs at 24 hours PCS yet attenuated 3-fold in β_8_ITG-cKO LCs (Supplemental Tables 5 and 8 and Figure 4A). Consistent with these data, gremlin-1 protein levels were sharply upregulated in LCs associated with WT capsular bags by 3 days PCS (Supplemental Figure 4, A and B; *P* ≤ 0.001) while this upregulation was attenuated in β_8_ITG-cKO (Supplemental Figure 4, A and B; *P* = 0.002) and WT (α_V_β_8_-IBA) (Supplemental Figure 4, A and B; *P* ≤ 0.001) LCs. This trend was also observed 5 days PCS as gremlin-1 protein levels were significantly lower in β_8_ITG-cKO (Supplemental Figure 4, C and D; *P* = 0.017) and WT (α_V_β_8_-IBA) (Supplemental Figure 4, C and D; *P* = 0.022) LCs compared with WT, while the addition of active TGF-β1 to β_8_ITG-cKO eyes rescued gremlin-1 protein expression compared with β_8_ITG-cKO (vehicle) (Supplemental Figure 4, C and D; *P* = 0.004), suggesting that α_V_β_8_ integrin expression by LCs is critical for gremlin-1 upregulation PCS.

Gremlin-1 is an agonist of the canonical TGF-β pathway (36, 37) and rescues the defect in canonical TGF-β signaling observed in PCS LCs lacking the fibronectin gene (23). However, treating β_8_ITG-cKO mice with recombinant gremlin-1 at cataract surgery did not rescue LC fibrosis (Supplemental Figure 5, A–F). This suggests that gremlin-1–induced LC fibrosis may require the autocrine activation of TGF-β signaling, consistent with studies in other cell types (38, 39).

### Upregulation of integrin expression and signaling by LCs depends on α_V_β_8_ integrin–mediated TGF-β signaling.

Crosstalk between integrins and TGF-β signaling is well documented (12). Notably, LCs elevate the protein levels of α_5_β_1_ integrin and several α_V_ integrins in response to lens injury or TGF-β treatment (Figure 9) (9, 13, 23). Either deletion of the β_8_ integrin gene from LCs or treatment of capsular bags with a function blocking antibody against α_V_β_8_ integrin prevents the upregulation of α_5_, β_1_, and α_V_ integrin expression and increased p-FAK, a readout of integrin signaling PCS, at 3 and 5 days PCS (Figures 9 and 10). The addition of active TGF-β1 to β_8_ITG-cKO capsular bags rescued the attenuated integrin expression and p-FAK signaling detected in β_8_ITG-cKO LCs (Figure 10) 5 days PCS compared with vehicle-treated β_8_ITG-cKO LCs. Our findings indicate that α_V_β_8_ integrin is essential for upregulation of TGF-β signaling in LCs PCS, which drives subsequent upregulation of integrin expression and FAK signaling.

## Discussion

Fibrosis-mediated organ damage and failure are among the major causes of natural death worldwide because no effective therapies prevent or treat fibrosis (40). While TGF-β signaling often drives tissue fibrosis (6, 14), this pathway is difficult to target due to its complex regulation and diverse roles in normal biology (12). Integrins regulate the TGF-β pathway via their roles in latent TGF-β activation, and ability to mediate TGF-β effects, as integrin expression is often regulated by TGF-β signaling (12, 15, 41). Thus, integrins are promising therapeutic targets for organ fibrosis, and several integrin blocking agents are undergoing clinical trials (17, 42). The α_V_ integrins are particularly promising targets for antifibrotic therapies because blocking this class of integrins can ameliorate fibrosis in several organs (43, 44).

Previously, we reported that α_V_ integrin gene deletion from the lens prevents EMT of LCs, potentially due to their inability to initiate TGF-β signaling PCS (13). However, the identity of the β integrin subunit participating with α_V_ integrin was not known as multiple β subunits capable of heterodimerizing with the α_V_ integrin subunit are upregulated by LCs PCS (13). We could not study the role of α_V_β_1_ integrin in the LC response to injury in this study despite its known roles in wound healing (45), as we previously found that the *Itgb1* gene is essential for lens development and homeostasis, leading adult mice lacking β_1_ integrin expression in the lens to be severely microphthalmic/anophthalmic (46–48). However, the deletion of neither β_5_, β_6_, nor β_8_ integrin from the lens resulted in obvious lens defects, which made it possible to characterize their role in regulating the LC response to cataract surgery in vivo.

As previously reported, mice homozygous for β_5_ or β_6_ integrin deletions are viable (49, 50), while this investigation found that LCs from these mice underwent normal fibrotic responses PCS, indicating that neither α_V_β_5_ nor α_V_β_6_ integrins are critical for fibrotic PCO. While these results were initially surprising as these integrins can participate in latent TGF-β activation (18, 51), α_V_β_5_ and α_V_β_6_ integrins’ roles in fibrotic disease are tissue and insult specific (43, 49, 52). Thus, we investigated α_V_β_8_ integrin as (a) its expression rapidly upregulates in mouse LCs PCS and it is found on fibrotic human LCs at extended times PCS; (b) it can regulate tissue fibrosis and inflammation via binding to the RGD sequence present in the LAP of TGF-β1 and TGF-β3 (53), which activates these latent complexes via either formation of a ternary complex with membrane-type matrix metalloproteinase 1 (27), which is upregulated in LCs PCS, or traction-mediated activation (14); and (c) TGF-β1 and TGF-β3 mRNA levels are both upregulated in LCs PCS (8, 23).

### Integrin α_V_β_8_ adhesion to the LAP of latent TGF-β complexes.

TGF-β activation by α_V_β_8_ integrin plays roles in development, fibrosis, inflammation, and wound closure (14, 15). Notably, *itgav* deletion from the lens impedes TGF-β signaling and fibrotic responses PCS (13), and here we show that deletion of *itgb8* from the lens (β_8_ITG-cKO) phenocopies this result. As the addition of active TGF-β1 rescued the attenuated TGF-β signaling and fibrotic responses observed in β_8_ITG-cKO capsular bags PCS, this suggests that α_V_β_8_ integrin–mediated activation of latent TGF-β is critical for the development of fibrotic PCO. This hypothesis is supported by the observation that treatment of WT mice with ADWA-11, which specifically inhibits the adhesion of LAP to α_V_β_8_ integrin (34), potently inhibits the activation of TGF-β signaling and subsequent fibrotic responses of LCs to lens fiber cell removal.

### α_V_β_8_ integrin regulates both the EMT and LC proliferation in response to lens injury.

This study explored 3 potential mechanisms by which the *Itgb8* gene deletion from the lens and blocking of α_V_β_8_ integrin interaction with LAP inhibit the upregulation of proteins expressed by myofibroblasts and TGF-β signaling PCS. As LC apoptosis was apparently absent in both WT or β_8_ITG-cKO LCs PCS, the very large decrease in LC proliferation at 2 days and 3 days, and cell number at 5 days, PCS in β_8_ITG-cKO and WT (α_V_β_8_-IBA) in concert with the reduction of fibrotic marker mRNAs in β_8_ITG-cKO LCs at 24 hours PCS, and reductions in fibrotic marker protein expression later PCS, suggest that the α_V_β_8_ integrin/TGF-β signaling axis regulates both EMT and proliferation of LCs PCS, leading to fibrotic PCO.

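Within β8ITG-cKO LCs, the fibrotic markers rose between 0 h and 24 h PCS. Acta2 went from 40.3 ± 10.6 to 264 ± 99.1 FPKM (SD, n = 3 each; log2 change 2.65, adjusted p = 0.000208 from limma-trend with Benjamini-Hochberg adjustment), Fn1 from 5.68 ± 0.395 to 79.3 ± 16.6 FPKM (SD, n = 3 each; log2 change 3.57, adjusted p = 5.2e-06) and Tnc from 0.514 ± 0.213 to 85.5 ± 15.5 FPKM (SD, n = 3 each; log2 change 5.83, adjusted p = 1.85e-06). In WT LCs the log2 changes over the same time were 3.23 for Acta2 and 4.73 for Fn1. The test of the difference between the rises of the genotypes gave an adjusted p of 0.628 for Acta2, 0.191 for Fn1 and 0.842 for Tnc, so none of these differences was past the threshold.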

### α_V_β_8_ integrin crosstalk with other integrins, and their signaling, in PCO.

Feedforward mechanisms between α_V_ integrins and TGF-β signaling have been previously described (12). Upon activation by α_V_ integrins, the TGF-β homodimer binds to the type II TGF-β receptor to initiate Smad2/3 phosphorylation, leading to increased expression of α_V_ integrins and other fibrotic markers. These newly formed integrins can liberate more TGF-β from latent complexes, sustaining and reinforcing TGF-β–induced fibrosis (12). Indeed, LCs lacking α_V_β_8_ integrin attenuate the upregulation of α_V_, α_5_, and β_1_ integrin expression and FAK phosphorylation PCS while treatment with active TGF-β1 reverses these defects. These findings have 2 implications: 1) targeting α_V_β_8_ integrin could suffice to prevent TGF-β activation in PCO; 2) the resulting attenuation of fibronectin fibril deposition (likely mediated by α_5_β_1_ integrin) may contribute to the long-term prevention of fibrotic PCO, as we have previously reported that fibronectin assembly is required for sustained LC fibrosis PCS (23).

### α_V_β_8_ integrin as a player in the gene regulatory network driving PCO.

Lens injury/cataract surgery results in the EMT of LCs to myofibroblasts that proliferate, migrate, contract the lens capsule, and produce a fibrotic matrix, which all contribute to the degradation of patient vision PCS (3). Most studies of this process start by considering the role of active TGF-β in this phenotypic conversion, though less attention has been paid to how cataract surgery initiates this process (8). Here we report that upregulation of α_V_β_8_ integrin levels on LCs PCS is an important step in their reprogramming into myofibroblasts and suggest that this reprogramming starts 1–2 days before upregulation of detectable canonical TGF-β signaling in these cells, as the upregulation of the mRNAs encoding numerous profibrotic proteins was attenuated in β_8_ITG-cKO LCs 24 hours PCS. 

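Attenuated upregulation is a difference between changes, which was tested in 1 limma-trend fit over all 12 libraries. Of 15262 genes tested, 1433 had an adjusted p of at most 0.05, 390 with a smaller rise or larger fall in β8ITG-cKO LCs and 1043 with a larger rise or smaller fall. Without β8ITG-cKO 0 h replicate 2 the number was 688, and without WT 24 h replicate 3 it was 1921. The fit over all 12 libraries was not repeated on FPKM rescaled to the same median. Lgals3 had an interaction of -1.56 on the log2 scale (standard error 0.21, adjusted p = 0.00405 from limma-trend with Benjamini-Hochberg adjustment) and Ecm1 of -2.01 (standard error 0.35, adjusted p = 0.00769). For Thbs1 and Itga5 the adjusted p was 0.989 and 0.157.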

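Among the TGF-β ligand genes, Tgfb1 rose in WT LCs from 12.8 ± 1.26 to 40.1 ± 4.76 FPKM (SD, n = 3 each; log2 change 1.57, adjusted p = 0.000537 from limma-trend) by 24 h PCS, and its change differed between the genotypes by -0.87 (adjusted p = 0.0114). Tgfb2 rose from 83.1 ± 3.16 to 156 ± 15.8 FPKM (SD, n = 3 each; log2 change 0.90, adjusted p = 0.00392), with a difference of -0.58 between the genotypes (adjusted p = 0.037). At 24 h itself, β8ITG-cKO LCs had 29.6 ± 1.46 FPKM of Tgfb1 (SD, n = 3; adjusted p = 0.123 against WT) and 104 ± 6.09 FPKM of Tgfb2 (SD, n = 3; adjusted p = 0.0541, or 0.0498 after rescaling to the same median), and in both genes every β8ITG-cKO library lay below every WT library. The authors' deposited q values at 24 h are 0.0373 for Tgfb1 and 0.0114 for Tgfb2. For Tgfb1 the log2 difference at 24 h was -0.42, smaller than the difference of -0.87 between the changes. Part of the latter thus comes from a higher level of Tgfb1 in β8ITG-cKO at 0 h. Tgfb3, at 5.3 ± 1.03 FPKM in WT and 5.28 ± 0.235 FPKM in β8ITG-cKO (SD, n = 3 each), did not differ (adjusted p = 0.987). Mmp14 was at 14.9 ± 0.809 and 12 ± 2.31 FPKM (SD, n = 3 each; adjusted p = 0.339) and Itgb5 at 71.8 ± 16.4 and 67.7 ± 7.32 FPKM (SD, n = 3 each; adjusted p = 0.883). Itgb3 and Itgb6 were below the level tested, at 0.23 FPKM or less in every library at 24 h.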

As many of these genes have been previously reported to be TGF-β responsive in other cell types (Supplemental Tables 9 and 10), this observation supports our prior model, which proposed that a small upregulation in the protein levels of a TGF-β–activating integrin could lead to a feedforward loop that can rapidly induce autocrine TGF-β–mediated fibrosis (12).

Notably, the profibrotic modulators whose upregulation is attenuated in β_8_ITG-cKO 24 hours PCS included gremlin-1, a BMP signaling antagonist (35), and TGF-β signaling agonist (23, 28, 36), which usually upregulates sharply by 24 hours PCS. We previously found that LCs lacking the fibronectin gene exhibited greatly attenuated gremlin-1, p-SMAD2/3, and fibrotic marker upregulation PCS, while treatment of capsular bags with exogenous gremlin-1 rescued the ability of fibronectin-null LCs to undergo fibrotic responses (23). However, while both gremlin-1 expression and p-SMAD2/3 signaling are attenuated in β_8_ITG-cKO LCs, treatment of these cells with exogenous gremlin-1 did not rescue either p-SMAD2/3 signaling or the fibrotic response of β_8_ITG-cKO LCs, though exogenous treatment of these cells with active TGF-β1 rescued the fibrotic response. This suggests that gremlin-1 is not eliciting its response directly via the TGF-β receptor and instead may facilitate latent TGF-β activation by an as-yet-unknown mechanism. Alternatively, there could be differences in the requirements for gremlin-1 at different times PCS, with α_V_β_8_ integrin’s ability to activate TGF-β signaling at early times PCS kick-starting gremlin-1 expression so that it can influence TGF-β signaling later PCS (23). This concept is supported by work on other cell types suggesting that early activation of endogenous TGF-β is critical for gremlin-1 to exert its profibrotic response later in fibrotic disease (38, 39). Further study is required to elucidate the molecular mechanisms and therapeutic potential (if any) of gremlin-1 in PCO.

### α_V_β_8_ integrin blockade in halting the onset and progression of fibrotic PCO.

The emerging role of α_V_β_8_ integrin in TGF-β1 (and likely TGF-β3) activation has led to intense research into both antibody and small molecule inhibitors of α_V_β_8_ integrin–TGF-β interactions for the treatment (and monitoring) of fibrotic and neoplastic disease (15, 16, 34, 54). In most proof-of-principle experiments for this approach, these drugs prevent the onset of disease in animals, though this would not be clinically efficacious in most cases as fibrotic damage is often extensive by the time clinical symptoms manifest (40). However, treatment before the onset of fibrotic disease could be a viable option for anti-PCO therapy as the initiating insult (cataract surgery) is known, and the site of fibrosis is accessible during surgery, making local administration of the drug feasible. Here we validate this approach in an animal model of PCO as we found that the treatment of mice at the time of surgery with an anti–α_V_β_8_ integrin function blocking antibody prevented the development of the fibrotic sequelae of lens fiber cell removal and thus presumably fibrotic PCO. Our preclinical study supports the idea that this blocking antibody may be useful to halt fibrotic progression in patients who have already developed PCO. However, it should be mentioned that although the levels of p-SMAD3 activation and other fibrotic protein levels reversed in LCs to levels similar to the unoperated lens when mice were treated after fibrosis was established, α-SMA protein levels were still elevated, which may result from its relative stability as the half-life of α-SMA protein in cells is 72 hours (55).

### Limitations of this study for clinical translation as a PCO preventative.

While data presented here suggest that therapeutics blocking α_V_β_8_ integrin’s ability to activate TGF-β have great promise in preventing fibrotic PCO, unanswered questions remain. First, the function blocking antibody therapy used in this study was administered to the animals intravenously as the systemic administration of ADWA-11 showed no evidence of toxicity in prior studies (34, 56, 57), and a humanized version of ADWA-11 did not elicit notable systemic toxicity in mice and Cynomolgus monkeys treated for over 1 month at doses more than 5 times that used here (56, 57). However, attempts to directly inject the ADWA-11 into the mouse capsular bag at surgery did not block the fibrotic transformation of LCs. This may result from the rapid turnover of aqueous humor and the limited amount of antibody we were able to administer into the anterior chamber, leading the local concentration of antibody to quickly drop below the therapeutic dose (58, 59). In the future, we envision that function blocking drugs against α_V_β_8_ integrin could be administered locally in the eye at surgery either as a slow-release suspension (60) added to a dropless cataract surgery preparation (61) or by coating or soaking the IOL (62), which would reduce drug costs and opportunity for systemic side effects. Second, the invasive nature of the mouse “cataract surgery” model used in this study makes it difficult to assess drug effects on other ocular structures. Additional studies in rabbit and other animal models of cataract surgery that are more similar to what is performed in humans are necessary to assess ocular toxicity explicitly. Finally, while α_V_β_8_ integrin blockade appeared to reverse fibrotic ECM deposition associated with mouse capsular bags at 5 days PCS, we expect this matrix to still be relatively immature at this time and thus relatively susceptible to turnover. Future work will be needed to determine whether anti–α_v_β_8_ integrin therapeutics can reverse fibrosis in more established fibrotic conditions where the scar tissue has developed abundant amounts of cross-linked collagen.

### Summary.

This study established that α_V_β_8_ integrin is essential for LCs to transition to myofibroblasts following lens injury, likely through its ability to activate latent TGF-β1 and/or TGF-β3. Blocking α_V_β_8_ integrin binding to ligands via antibody blockade phenocopied the response of β_8_ITG-cKO LCs to lens fiber cell removal, establishing α_V_β_8_ integrin as a potentially novel therapeutic target to prevent PCO. PCO is a prevalent complication of cataract surgery (1, 3), especially in children. While there are no FDA-approved pharmacological agents available to prevent PCO, this preclinical study suggests inhibition of α_V_β_8_ integrin is a promising approach to PCO prevention. Further, the reversal of LC fibrosis by α_V_β_8_ integrin blockade suggests that therapeutics targeting α_V_β_8_ integrin have the potential to not just arrest the progression of fibrotic disease but also even reverse it.

## Methods

### Animals.

All mice were maintained under pathogen-free conditions at the University of Delaware animal facility under a 14-hour light/10-hour dark cycle. Animals of both sexes were used in these experiments, and no sex-dependent effects were noted, consistent with our prior report (63).

Mice homozygous for a null mutation in the β_5_ integrin gene were originally obtained from The Jackson Laboratory (*Itgb5^tm1Des^*, mixed [C57BL/6J 129/Sv], from the University of California, San Francisco; UCSF) (49). Homozygous β_6_ integrin–null mice (*Itgb6^tm1Des^*) on a 129Svems genetic background were obtained from Xiaozhu Huang (UCSF) (50). Mice lacking β_8_ integrin subunit gene from the lens (β_8_ITG-cKO) were created by mating mice harboring an integrin β_8_ allele on a mixed C57BL/6J 129/Sv background in which exon 4 is flanked by *loxP* sites (*Itgb8^tm2Lfr^*; obtained from UCSF) (21) with MLR10-cre mice on a C57BL/6<har> genetic background, which express Cre recombinase in all LCs from the lens vesicle stage onward (22) (obtained from Michael Robinson, Miami University, Oxford, Ohio, USA), backcrossed to C57BL/6<har> for over 10 generations.

### Human eyes.

Transparent lenses (30 ± 2 years of age) were obtained from Lions Eye Bank of Oregon (Portland, Oregon, USA), and aphakic donor eyes were obtained from the Minnesota Lions Eye Bank (Minneapolis, Minnesota, USA) as part of their cadaver eye tissue procurement programs. Intact lenses or lens capsular bag/IOL implant complexes were isolated, fresh frozen in OCT medium, and prepared for immunofluorescence experiments as described below.

### Genotyping and PCR.

DNA was isolated from tail snips or whole lenses using the PureGene Tissue and Mouse Tail kit (Gentra Systems) as described (13) and genotyped by PCR using primers described in Supplemental Table 1 (64, 65). The deletion of exon 4 of the integrin β_8_ gene from the lens was confirmed by PCR analysis of genomic DNA isolated from adult lenses using the primers described in Supplemental Table 1 (65).

### Morphological analysis.

Lens clarity was determined by viewing isolated lenses using darkfield optics while lens optical properties were assessed by placing lenses on a 200-mesh electron microscopy grid as described previously (66).

### Mouse cataract surgery model.

Surgical removal of lens fiber cells to mimic human cataract surgery was performed in adult mice as previously described (13, 67). Briefly, adult mice were anesthetized, a central corneal incision was made, and the entire lens fiber cell mass removed by a sharp forceps, leaving behind an intact lens capsule. Mice were sacrificed for analysis at time intervals ranging from 24 hours to 10 days PCS (13).

### RNA-Seq and bioinformatics.

Samples from WT (C57BL/6) and β_8_ITG-cKO lenses subjected to cataract surgery (3 biological replicates for each condition, 5 capsules per replicate) were harvested at 0 hours and 24 hours PCS and frozen on dry ice, and RNA was harvested using RNeasy Mini Kit (50) from QIAGEN (catalog 74104) (23). RNA libraries were prepared using the SMARTer Stranded Total RNA-Seq Kit-Pico Input Mammalian (Takara Bio USA, Inc.) and sequenced by DNA Link, USA, on a NovaSeq 6000 (Illumina). Read pairs corresponding to RNA fragments were enumerated as FPKM by Cuffdiff. Biologically significant differentially expressed genes (DEGs) were defined as those exhibiting statistically significant changes (FDR ≤ 0.05), a change in mRNA level greater than 2 FPKM between conditions, fold change greater than 2 in either the positive or negative direction, and expression levels in either condition that were 2 FPKM or greater (8, 23, 25). Heatmaps were generated using the Morpheus tool (68). RNA-Seq data were submitted to the National Center for Biotechnology Information’s Gene Expression Omnibus under accession number GSE145492.

A list of 1603 TGF-β–responsive genes in cultured cells (32) was filtered to consider only those statistically significant (FDR ≤ 0.05) genes with consistent directions of change between treatments, leaving 1390 genes as likely to be directly TGF-β responsive. This filtered list was then compared with the list of genes differentially expressed in WT LCs between 0 and 24 hours PCS and between WT and β_8_ITG-cKO LCs 24 hours PCS (FDR ≤ 0.05) to discover what proportion of the DEG list had the potential to be influenced by TGF-β signaling the first day PCS.

### Phenotypic rescue by active TGF-β1 and gremlin-1.

Rescue experiments were performed by instilling active recombinant human TGF-β1 protein (5 μL of 0.1 ng/μL TGF-β1 in balanced saline solution; BSS; R&D Systems; catalog 240-B) or recombinant human gremlin-1 protein (5 μL of 1 ng/μL gremlin-1 in BSS; R&D Systems, catalog 5190-GR) or the BSS vehicle alone into the lens capsular bags of β_8_ITG-cKO mice immediately following removal of the lens fibers as previously described (23).

### Tail vein injection of α_V_β_5_, α_V_β_6_, and α_V_β_8_ integrin function blocking antibodies.

Tail vein injection of α_V_β_5_, α_V_β_6_, and α_V_β_8_ integrin function blocking antibodies was performed as described (69). Briefly, a single dose of ALULA (α_V_β_5_ integrin blocking) (70), 3G9 (α_V_β_6_ integrin blocking) (71), or ADWA-11 (α_V_β_8_ integrin blocking) (34) was administered to WT mice at 20 mg/kg in PBS via lateral tail vein injection immediately following removal of the lens fiber cells from 1 eye. In another experiment, either a single dose of ADWA-11 (at 5 days PCS) or 2 doses of ADWA-11 (at 5 days PCS and 7.5 days PCS) was administered to WT mice. Control animals were treated with an isotype-matched antibody (anti–human α_V_β_3_ integrin that does not cross-react with the mouse α_V_β_3_ integrin protein) at 20 mg/kg in PBS. All the integrin function blocking antibodies were obtained from UCSF.

### Immunofluorescence.

The details of sample preparation and immunofluorescence were described previously (23, 72). Supplemental Table 2 describes the primary antibodies, blocking buffer compositions, incubation times, and dilutions used in this study, and Supplemental Table 3 lists the secondary antibodies and DNA dyes used in this study. Each experiment/time point was replicated using at least 3 biologically independent specimens (3–5 mice, at least 2 sections per mouse). Fluorescently labeled slides were visualized using Zeiss LSM780 or Zeiss LSM880 confocal microscopes (Carl Zeiss Inc.), and comparisons of images were made between slides imaged using identical imaging parameters (73). In some cases, the brightness and contrast were adjusted to allow viewing on diverse computer screens; however, these adjustments were made identically for all images within a particular time course. Negative controls were prepared and imaged to exclude nonspecific staining by the secondary antibodies or channel bleed-through as previously described (23, 72, 73).

### ImageJ (NIH) quantification and statistics.

Immunofluorescence images were quantified by determining the MFI of lens capsule–associated tissue viewed in 3 randomly chosen confocal images from biologically independent samples using ImageJ (v1.52P, NIH) (73). The average number of lens capsule–associated nuclei/section was analyzed by ImageJ using 6 randomly chosen immunofluorescence images from each PCS time point from at least 3 biologically independent samples as described (73, 74).

The diameter of adult lenses was determined by dissecting both lenses from 3 WT and 3 β_8_ITG-cKO mice and photographing them in brightfield using a Zeiss STEMI SV 11 dissecting microscope. The diameter of each lens was measured in 2 perpendicular axes using ImageJ, then averaged for statistical analysis.

All statistics were assessed using either 2-tailed Student’s *t* test (corrected for multiple comparisons using the Holm-Šídák method) or 1-way/2-way ANOVA with Tukey’s post hoc test using GraphPad Prism 8.3.0/9.2.0. Data are presented as mean ± SEM, and differences were considered significant at *P* ≤ 0.05.

### Study approval.

Animal experiments conformed to the Association for Research in Vision and Ophthalmology Statement on the Use of Animals in Ophthalmic and Vision Research and were approved by the University of Delaware Institutional Animal Care and Use Committee. Experiments using human cadaver-derived lens tissue were reviewed by the University of Delaware Institutional Review Board and were judged as exempt from review.

## Author contributions

MHS designed research studies, conducted experiments, analyzed data, and wrote the manuscript; SGN conducted experiments and analyzed data; YW designed research studies and conducted experiments; DS provided reagents and designed studies; AA provided reagents and designed studies; TDA provided reagents and designed studies; NMR conducted experiments; APF analyzed data and designed studies; and MKD designed research studies, analyzed data, and wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
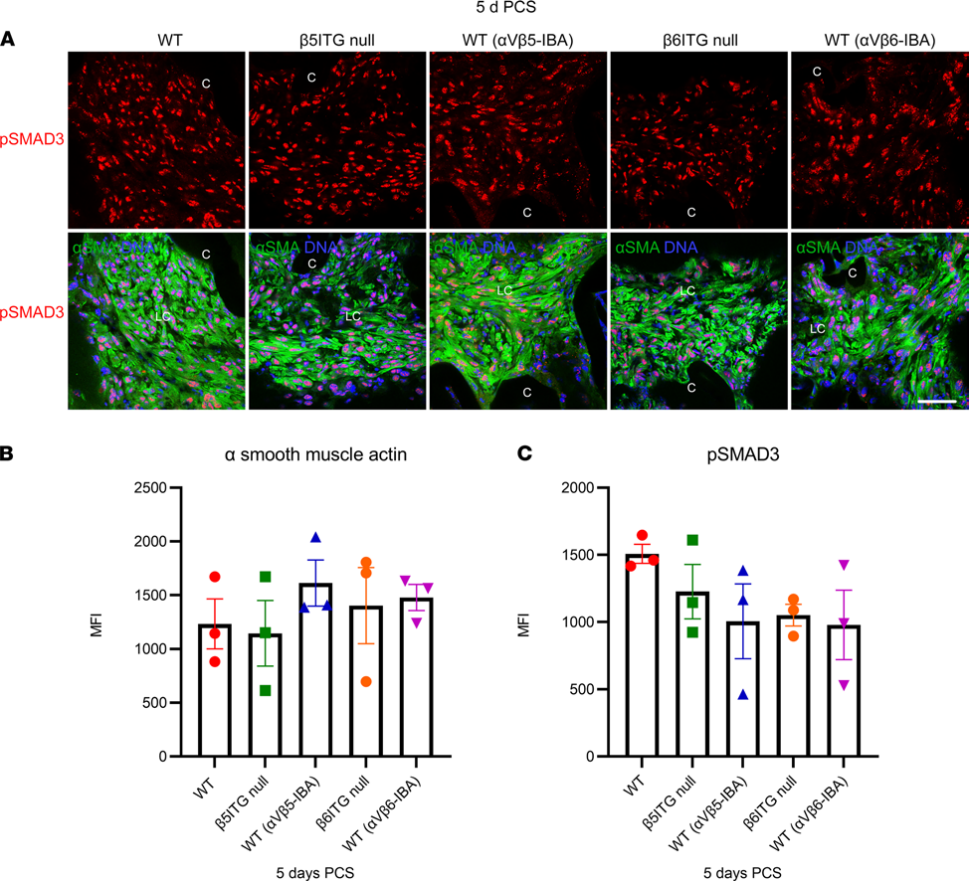
Neither β_5_ integrin nor β_6_ integrins are essential for lens cells to undergo fibrotic changes PCS. (**A**–**C**) Wild-type (WT), β_5_ integrin–null (β_5_ITG), and β_6_ integrin–null (β_6_ITG) mice were subjected to lens fiber cell removal, and α-SMA expression and TGF-β signaling (phosphorylated SMAD3, p-SMAD3) were measured 5 days later (5 d PCS). LCs from both mutant genotypes exhibited similar levels of SMAD3 phosphorylation and α-SMA induction compared with WT (α-SMA; β_5_ integrin–null, *P* = 0.999; β_6_ integrin–null, *P* = 0.988) (p-SMAD3; β_5_ integrin–null, *P* = 0.847; β_6_ integrin–null, *P* = 0.513). Similarly, administration of an α_V_β_5_ integrin function blocking antibody (α_V_β_5_-IBA) or α_V_β_6_ integrin function blocking antibody (α_V_β_6_-IBA) to WT mice did not affect these responses compared with WT (α-SMA; WT [α_V_β_5_-IBA], *P* = 0.830; WT [α_V_β_6_-IBA], *P* = 0.958); (p-SMAD3; WT [α_V_β_5_-IBA], *P* = 0.427; WT [α_V_β_6_-IBA], *P* = 0.382). Control mice were treated with an isotype-matched antibody (anti–human α_V_β_3_ integrin that does not cross-react with the mouse α_V_β_3_ integrin protein). Blue, DNA detected by Draq5; green, α-SMA; red, p-SMAD3; scale bar: 36 μm. Mean ± SEM is presented for 1 representative experiment (*n* = 3) of 2 independent experiments, with similar results; *P* values determined by 1-way ANOVA with Tukey’s post hoc test. Graph colors: (**B** and **C**) red (WT), green [β_5_ITG-null], blue (WT [α_V_β_5_-IBA]), orange (β_6_ITG-null), purple (WT [α_V_β_6_-IBA]). C, lens capsule; LC, lens cells; d, day; PCS, post cataract surgery; β_5_ITG, β_5_ integrin; β_6_ITG, β_6_ integrin.

**Figure 2:**
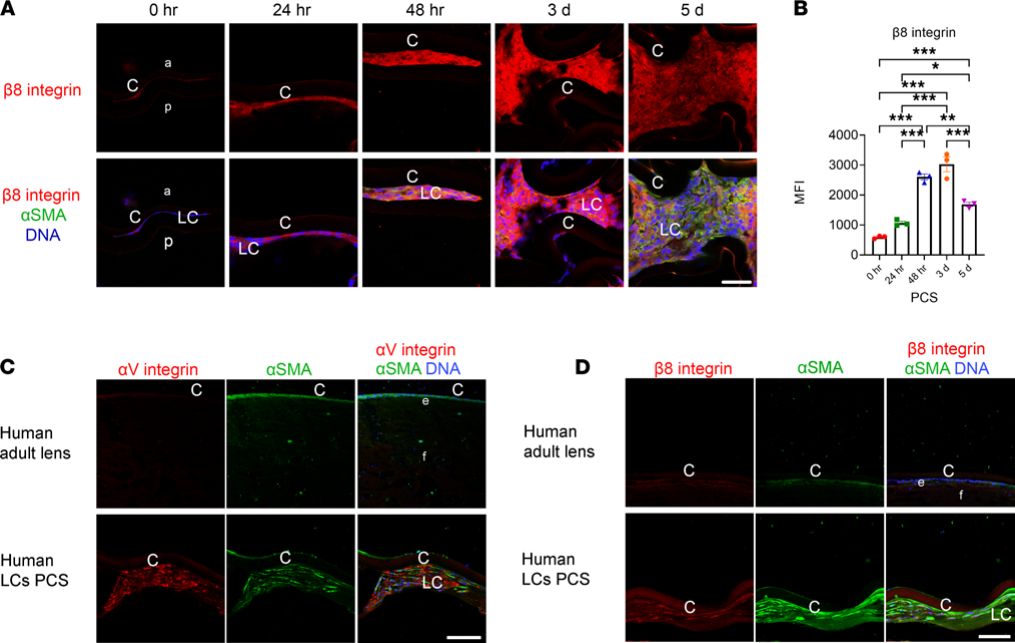
β_8_ integrin protein levels are upregulated in LCs PCS. (**A**) β_8_ integrin protein (red) levels are low in remnant LCs immediately PCS but upregulate in α-SMA–positive (green) remnant LCs and are robust by 3 days PCS. Scale bar (**A**): 36 μm. (**B**) Quantitation of the data from **A** with the mean fluorescence intensity (MFI) values measured in lens capsule–associated cells ± SEM is presented for 1 representative experiment of 2 independent experiments, with similar results; (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001, *n* = 3); 1-way ANOVA with Tukey’s post hoc test. (**C** and **D**) Unoperated human LCs obtained from a cadaver eye exhibit modest α-SMA staining consistent with its previously reported presence in naive LCs (75), though they have little to no α_V_ integrin (red in **C**) or β_8_ integrin protein (red in **D**). In contrast, islands of LCs associated with a human lens capsule/IOL complex exhibit bright immunostaining of α_V_ integrin (**C**), β_8_ integrin (**D**), and the myofibroblast marker α-SMA (green). (Scale bars for **C** and **D**: 72 μm.) DNA (blue, **A**, **C**, and **D**). Graph colors: (**B**) red (WT 0 hours), green (WT 24 hours), blue (WT 48 hours), orange (WT 3 days), purple (WT 5 days). C, lens capsule; LC, remnant lens cells; a, anterior; p, posterior; e, epithelial cells; f, fiber cells; PCS, post cataract surgery; WT, wild-type; β_8_ITG-cKO, β_8_ integrin conditional knockout.

**Figure 3:**
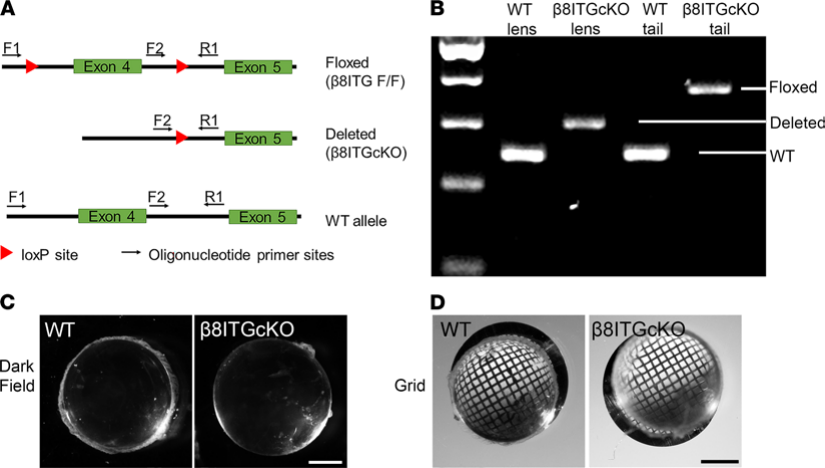
β_8_ integrin is not required for lens development. (**A**) Diagram of the β_8_ integrin gene showing the position of the *loxP* sites used to create β_8_ITG-cKO mice and the PCR primers used to assess the efficiency of deletion. (**B**) PCR results from DNA obtained from 8-week-old WT and β_8_ITG-cKO lenses and tails demonstrating successful deletion of the floxed gene fragment from β_8_ITG-cKO lenses. (**C** and **D**) Darkfield and grid analysis suggest that the adult lenses (12 months old) of β_8_ITG-cKO are transparent and have refractive properties similar to WT. (Scale bar for **C** and **D**: 17.5 mm.) The data are presented for 1 representative experiment (*n* = 3 each time) of 3 independent experiments, with similar results. WT, wild-type; β_8_ITG-cKO, β_8_ integrin conditional knockout.

**Figure 4:**
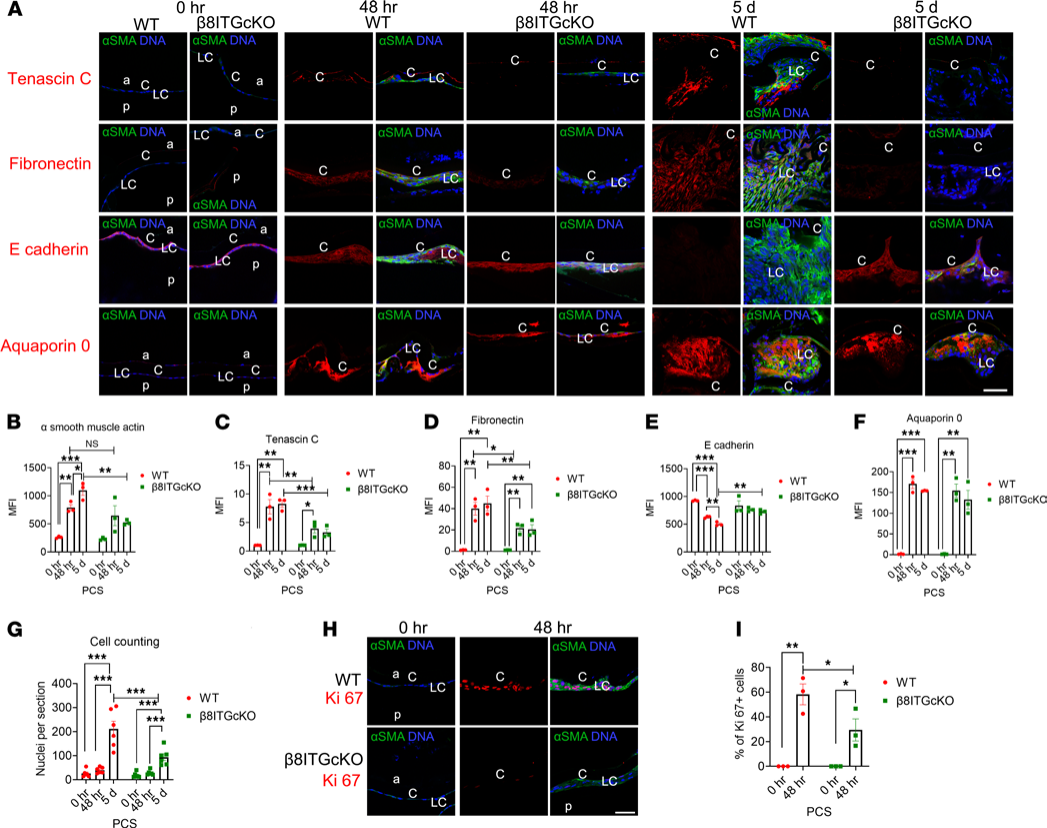
The response of LCs lacking the β_8_ integrin gene to lens fiber cell removal. (**A**–**F**) While the unpregulation of α-SMA in WT LCs persisted until 5 days from 48 hours PCS in WT LCs (*P* = 0.028), β8ITG-cKO LCs attenuated α-SMA (**A** and **B**; *P* = 0.001) upregulation at 5 days PCS and tenascin C (**A** and **C**; *P* = 0.005 [48 hours]; *P* ≤ 0.001 [5 days]) and fibronectin (**A** and **D**) upregulation at 48 hours (*P* = 0.022) and 5 days (*P* = 0.005) PCS. In contrast, E cadherin (**A** and **E**) significantly downregulated in WT LCs by 48 hours PCS, an effect sustained at 5 days PCS (*P* ≤ 0.001), but this did not occur in β_8_ITG-cKO LCs (*P* = 0.390). Fiber cell regeneration measured by aquaporin 0 expression (**A** and **F**) occurs to a similar extent in β_8_ITG-cKO and WT LCs PCS. (**G**) Counting of cell nuclei associated with lens capsular bags PCS reveals that fewer cells were associated with β_8_ITG-cKO capsular bags compared with WT 5 days PCS (*P* ≤ 0.001). (**H** and **I**) WT LCs induce expression of the cell cycle marker Ki67 by 48 hours PCS (*P* = 0.002) while a significantly lower proportion of β_8_ITG-cKO LCs are in the cell cycle at this time (*P* = 0.021). Scale bar: 35 μm. Tenascin C, fibronectin, E-cadherin, aquaporin 0, and Ki67 (red); α-SMA (green); DNA (blue). *n* = 3 except for **G**, which had *n* = 6. Values are expressed as mean ± SEM presented for 1 representative experiment of 3 independent experiments, with similar results; asterisks indicate statistically significant MFI/nuclei per section between WT and β_8_ITG-cKO at an indicated time point PCS or between 2 PCS time points (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001); both Student’s 2-tailed *t* test (corrected for multiple comparisons using the Holm-Šídák method) and 1-way ANOVA with Tukey’s post hoc test (**B**–**G**) or Student’s 2-tailed *t* test (corrected for multiple comparisons using the Holm-Šídák method) (**I**). Graph colors: (**B**–**G** and **I**) red (WT), green (β_8_ITG-cKO). C, lens capsule; LC, lens cells; PCS, post cataract surgery; a, anterior; p, posterior.

**Figure 5:**
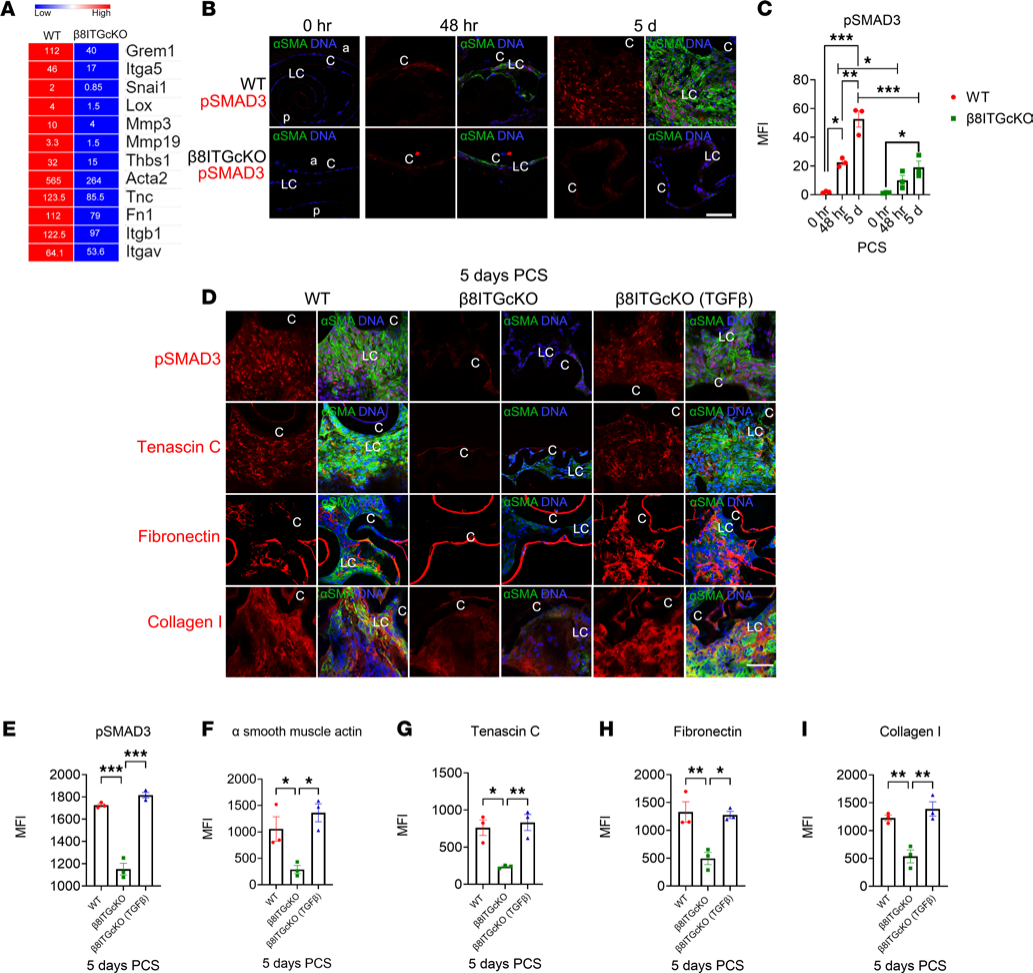
LCs lacking the β_8_ integrin gene fail to activate TGF-β signaling PCS, but this can be rescued by treatment with active TGF-β1. (**A**) Heatmap of genes known to participate in TGF-β pathways expressed at lower levels in β_8_ITG-cKO LCs at 24 hours PCS compared with WT. Expression levels are reported as fragments per kilobase million (FPKM). (**B** and **C**) SMAD3 phosphorylation (p-SMAD3) is detected in WT LCs by 48 hours PCS (*P* = 0.013), and this upregulates further by 5 days PCS (*P* ≤ 0.001; *P* ≤ 0.002). In contrast, β_8_ITG-cKO LCs exhibit attenuated SMAD3 phosphorylation 48 hours (*P* = 0.042) and 5 days PCS (*P* ≤ 0.001). (**D**–**I**) Treatment of β_8_ITG-cKO capsular bags with active TGF-β1 at the time of lens fiber cell removal rescued both p-SMAD3 levels (**D** and **E**; *P* ≤ 0.001), and the robust expression of α-SMA (**D** and **F**; *P* = 0.011), tenascin C (**D** and **G**; *P* *=* 0.007*)*, fibronectin (**D** and **H**; *P* = 0.012) and collagen I (**D** and **I**; *P* = 0.003) 5 days PCS. Scale bar: 35 μm. p-SMAD3, tenascin C, fibronectin, and collagen I (red); α-SMA (green); DNA detected by Draq5 (blue). All experiments had *n* = 3. Values are expressed as mean ± SEM presented for 1 representative experiment of 2 independent experiments, with similar results; asterisks indicate statistically significant MFI between WT and/or β_8_ITG-cKO and/or β_8_ITG-cKO (TGF-β) (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001); both Student’s 2-tailed *t* test (corrected for multiple comparisons using the Holm-Šídák method) and 1-way ANOVA with Tukey’s post hoc test (**C**) or 1-way ANOVA with Tukey’s post hoc test (**E**–**I**). Graph colors: (**C**) red (different PCS time points of WT), green (different PCS time points of β_8_ITG-cKO); (**E**–**I**) red (WT), green (β_8_ITG-cKO), blue (β_8_ITG-cKO [TGF-β]. C, lens capsule; LC, remnant lens cells; PCS, post cataract surgery; a, anterior; p, posterior.

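For the other genes of the heatmap, the difference between β8ITG-cKO and WT LCs at 24 h PCS had an adjusted p above 0.05 from limma-trend. Lox was at 3.62 ± 1.29 FPKM in WT and 1.49 ± 0.294 FPKM in β8ITG-cKO (SD, n = 3 each; log2 change -0.86, adjusted p = 0.0846). When 1 library was left out, its adjusted p ran from 0.0191, without WT 24 h replicate 1, to 0.251. Snai1 was at 2.15 ± 0.821 and 0.845 ± 0.282 FPKM (SD, n = 3 each; log2 change -0.75, adjusted p = 0.104). Mmp19 was at 3.34 ± 1.62 and 1.54 ± 0.29 FPKM (SD, n = 3 each; log2 change -0.71, adjusted p = 0.194). For Lox, Snai1 and Mmp19, every β8ITG-cKO library lay below every WT library. Mmp3, listed at 0 in every library at 0 h, had 7.79, 11.0 and 11.11 FPKM in WT and 8.33, 3.07 and 0.96 FPKM in β8ITG-cKO at 24 h (log2 change -1.37, adjusted p = 0.18, and from 0.0337 to 0.367 when 1 library was left out). Itgb1 was at 123 ± 38.9 and 96.8 ± 8.02 FPKM (SD, n = 3 each; log2 change -0.28, adjusted p = 0.583), and Itgav at 64.1 ± 10.2 and 53.7 ± 6.49 FPKM (SD, n = 3 each; log2 change -0.25, adjusted p = 0.462).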

**Figure 6:**
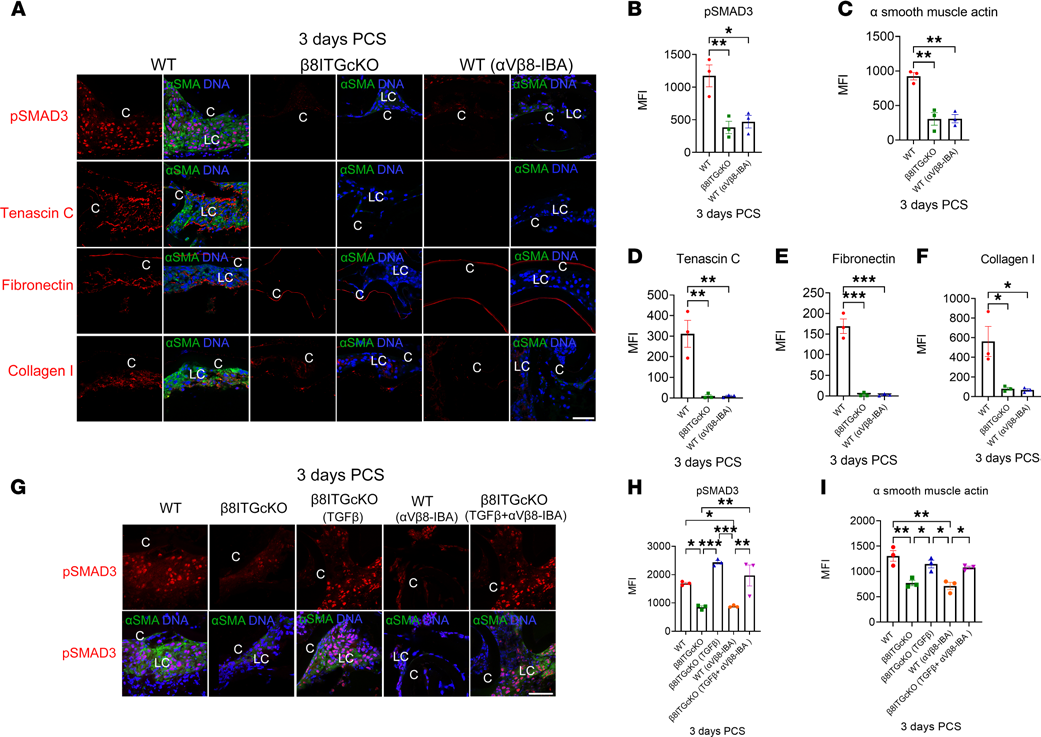
Treatment of WT mice with an α_V_β_8_-IBA prevents SMAD3 phosphorylation and fibrotic marker expression PCS. (**A**–**F**) The administration of an α_V_β_8_-IBA to WT mice inhibited TGF-β signaling and LC fibrotic responses at 3 days PCS to an extent similar to β_8_ITG-cKO as measured by its effect on SMAD3 phosphorylation (**A** and **B**; *P* = 0.017), and the expression levels of α-SMA (**A** and **C**; *P* = 0.002), tenascin C (**A** and **D**; *P* = 0.003), fibronectin (**A** and **E**; *P* ≤ 0.001), and collagen I (**A** and **F**; *P* = 0.019). (**G**–**I**) Coadministration of an α_V_β_8_-IBA with active TGF-β1 in β_8_ITG-cKO capsular bags at surgery rescues the attenuated fibrosis and TGF-β activation seen in β_8_ITG-cKO LCs (TGF-β+α_V_β_8_-IBA) as measured by α-SMA (**G** and **I**, *P* = 0.033) and p-SMAD3 (**G** and **H**, *P* = 0.008) at levels similar to treatment with active TGF-β1 alone (**G** and **I**, α-SMA, *P* = 0.951; **G** and **H**, p-SMAD3, *P* = 0.351). Scale bar: 35 μm. Controls were treated with an isotype-matched antibody (anti–human α_V_β_3_ integrin that does not cross-react with mouse α_V_β_3_ integrin); p-SMAD3, tenascin C, fibronectin, collagen I (red); α-SMA (green); DNA detected by Draq5/DAPI (blue). All experiments had *n* = 3. Values are expressed as mean ± SEM presented for 1 representative experiment of 2 independent experiments, with similar results; asterisks indicate statistically significant MFI between 2 groups at an indicated time point PCS (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001); 1-way ANOVA with Tukey’s post hoc test. Graph colors: (**B**–**F**) red (WT), green (β_8_ITG-cKO), blue (WT [α_V_β_8_-IBA]); (**H** and **I**) red (WT), green (β_8_ITG-cKO), blue (β_8_ITG-cKO [TGF-β]), orange (WT [α_V_β_8_-IBA]), purple (β_8_ITG-cKO [TGF-β+ α_V_β_8_-IBA]). C, lens capsule; LC, remnant lens cells; PCS, post cataract surgery.

**Figure 7:**
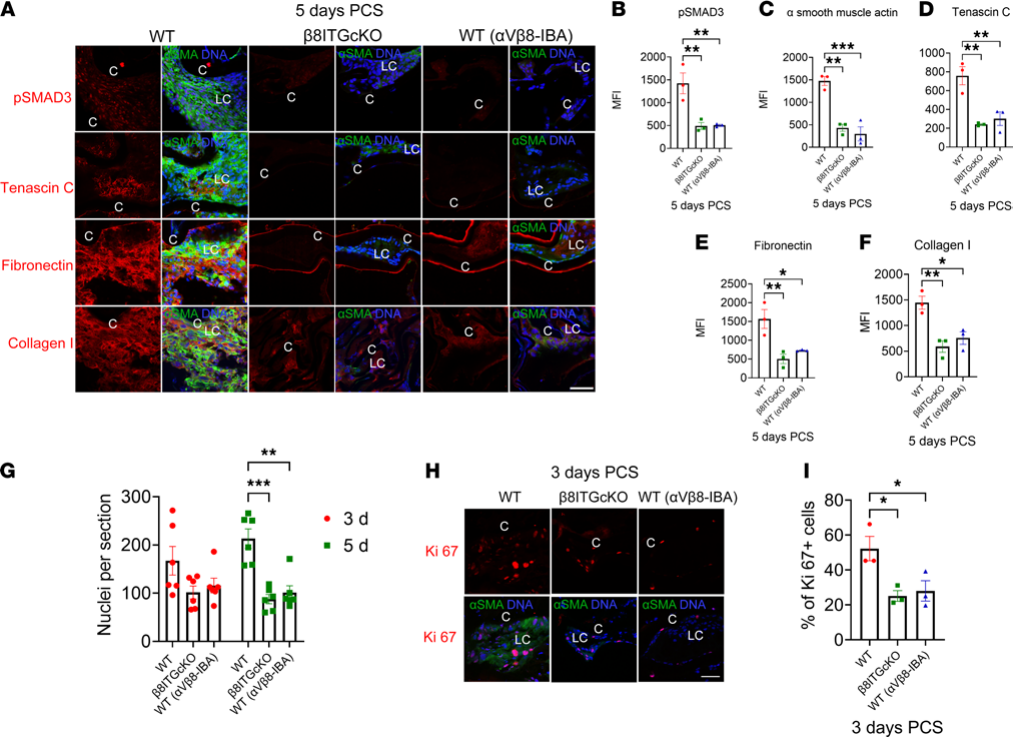
Treatment of WT mice with an α_V_β_8_-IBA causes sustained reduction of fibrosis and proliferation PCS. (**A**–**F**) A single systemic treatment of WT mice with α_V_β_8_-IBA causes sustained reduction of fibrosis through 5 days PCS as measured by the low levels of SMAD3 phosphorylation (**A** and **B**; *P* = 0.008) and α-SMA (**A** and **C**; *P* ≤ 0.001), tenascin C (**A** and **D**; *P* = 0.008), fibronectin (**A** and **E**; *P* = 0.025), and collagen I (**A** and **F**; *P* = 0.016) protein production. (**G**) Fewer cells were associated with β_8_ITG-cKO (*P* ≤ 0.001) and WT (α_V_β_8_-IBA) (*P* = 0.002) capsular bags compared with WT control at 5 days PCS. (**H** and **I**) WT LCs induce expression of the cell cycle marker Ki67 at 3 days PCS while a significantly lower proportion of β_8_ITG-cKO (*P* = 0. 031) and WT (α_V_β_8_-IBA) LCs (*P* = 0.048) are in the cell cycle at this time point. Scale bar: 35 μm. Control mice were treated with an isotype-matched antibody (anti–human α_V_β_3_ integrin that does not cross-react with the mouse α_V_β_3_ integrin protein); p-SMAD3, tenascin C, fibronectin, collagen I, and Ki67 (red); α-SMA (green); DNA detected by Draq5/DAPI (blue). All experiments had *n* = 3 except for **G**, which had *n* = 6. Values are expressed as mean ± SEM presented for 1 representative experiment of 2 independent experiments, with similar results; asterisks indicate statistically significant MFI/nuclei per section between 2 groups at an indicated time point PCS (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001); 1-way/2-way ANOVA with Tukey’s post hoc test. Graph colors: (**B**–**F**) red (WT), green (β_8_ITG-cKO), blue (WT [α_V_β_8_-IBA]); (**G**) red — 3 days PCS for 3 conditions (WT [β_8_ITG-cKO]) (WT [α_V_β_8_-IBA]), green — 5 days PCS for 3 conditions (WT, [β_8_ITG-cKO]) (WT [α_V_β_8_-IBA]); (**I**) red (WT), green (β_8_ITG-cKO), blue (WT [α_V_β_8_-IBA]). C, lens capsule; LC, remnant lens cells; PCS, post cataract surgery; α_V_β_8_-IBA, α_V_β_8_ integrin function blocking antibody.

**Figure 8:**
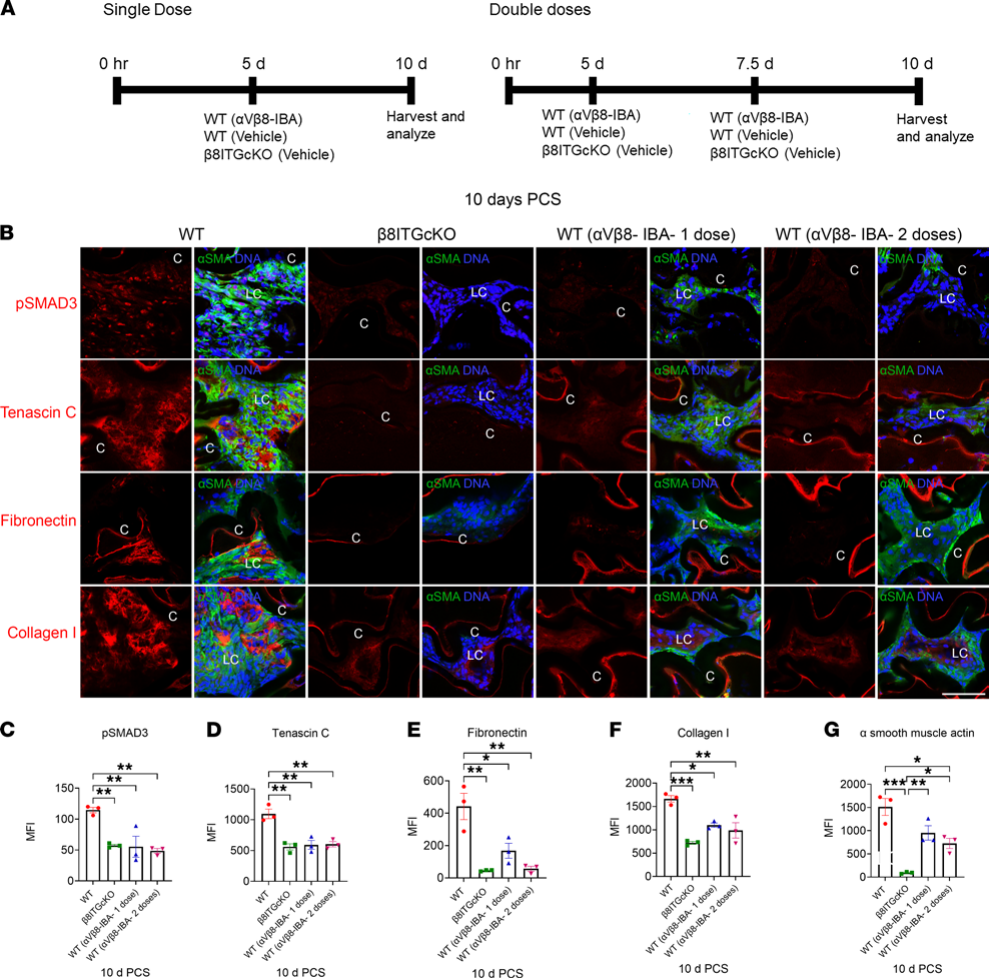
An α_V_β_8_-IBA can halt or reverse LC fibrosis PCS. (**A**) Dosing regimen for α_V_β_8_-IBA administration. (**B** and **C**) Treatment with α_V_β_8_-IBA starting at 5 days PCS inhibited SMAD3 phosphorylation (**B** and **C**; WT vs. WT α_V_β_8_-IBA-1 dose *P* = 0.007) (**B** and **C**; WT vs. WT α_V_β_8_-IBA-2 doses *P* = 0.004), at 10 days to levels similar to β_8_ITG-cKO LCs (**B** and **C**; WT vs. β_8_ITG-cKO *P* = 0.009; β_8_ITG-cKO vs. WT α_V_β_8_-IBA-1 dose *P* = 0.999; β_8_ITG-cKO vs. WT α_V_β_8_-IBA-2 doses *P* = 0.903). Tenascin C (**B** and **D**; WT vs. WT α_V_β_8_-IBA-1 dose *P* = 0.002; WT vs. WT α_V_β_8_-IBA-2 doses *P* = 0.002), fibronectin (**B** and **E**; WT vs. WT α_V_β_8_-IBA-1 dose *P* = 0.015; WT vs. WT α_V_β_8_-IBA-2 doses *P* = 0.002) and collagen I (**B** and **F**; WT vs. WT α_V_β_8_-IBA-1 dose *P* = 0.012; WT vs. WT α_V_β_8_-IBA-2 doses *P* = 0.004) staining was reduced at 10 days PCS to levels similar to β_8_ITG-cKO. While α_V_β_8_-IBA-1 dose did not decrease α-SMA levels at 10 days PCS, 2 doses of α_V_β_8_-IBA were effective (**B** and **G**; WT vs. WT α_V_β_8_-IBA-2 doses *P* = 0.013). Scale bar: 35 μm. Controls were treated with an isotype-matched antibody (anti–human α_V_β_3_ integrin that does not cross-react with mouse α_V_β_3_ integrin). p-SMAD3, tenascin C, fibronectin, and collagen I (red); α-SMA (green); DNA (blue). All experiments had *n* = 3. Values are expressed as mean ± SEM presented for 1 representative experiment of 2 independent experiments, with similar results; asterisks indicate statistically significant MFI between WT and/or β_8_ITG-cKO and/or WT (α_V_β_8_-IBA-1 dose) and/or WT (α_V_β_8_-IBA-2 doses) (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001); 1-way ANOVA with Tukey’s post hoc test. Graph colors: (**C**–**G**) red (WT), green (β_8_ITG-cKO), blue (WT α_V_β_8_-IBA- 1 dose), purple (WT α_V_β_8_-IBA- 2 doses). C, lens capsule; LC, lens cells; PCS, post cataract surgery, α_V_β_8_-IBA, α_V_β_8_ integrin blocking antibody.

**Figure 9:**
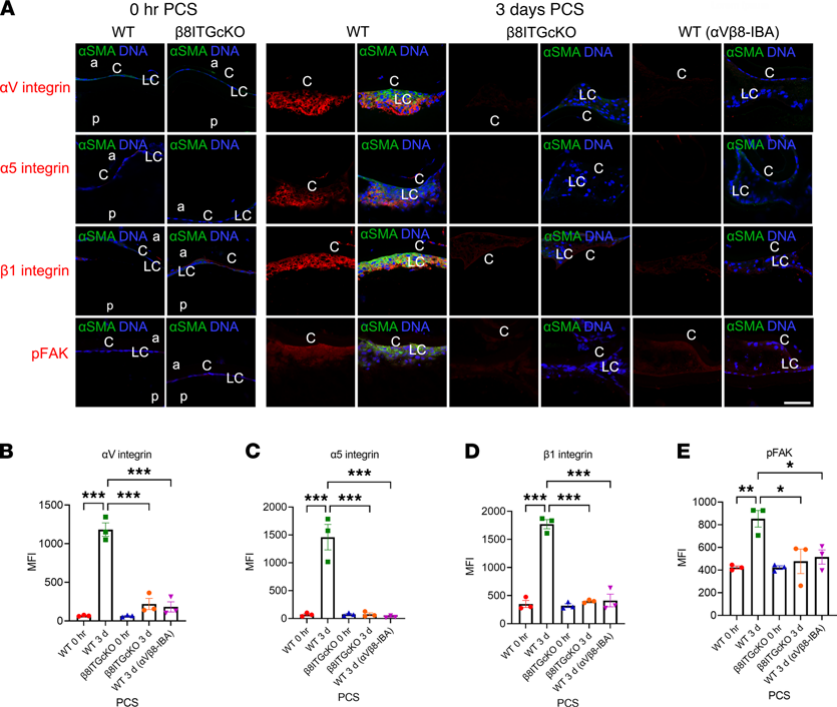
The dynamics of integrin expression and integrin signaling relative to canonical TGF-β signaling 3 days PCS. (**A**–**E**) WT LCs upregulate α_V_ integrin, α_5_ integrin, and β_1_ integrin as well as phosphorylated focal adhesion kinase (p-FAK) levels at 3 days PCS while β_8_ITG-cKO LCs fail to do so (**A** and **B**, α_V_ integrin, *P* < 0.001; **A** and **C**, α_5_ integrin, *P* < 0.001; **A** and **D**, β_1_ integrin, *P* < 0.001; **A** and **E**, p-FAK, *P* = 0.015). Like β_8_ITG-cKO, WT LCs treated with α_V_β_8_-IBA show attenuated expression of integrins and p-FAK levels compared with WT LCs (**A** and **B**, α_V_ integrin, *P* < 0.001; **A** and **C**, α_5_ integrin, *P* < 0.001; **A** and **D**, β_1_ integrin, *P* < 0.001; **A** and **E**, p-FAK, *P* = 0.029). Scale bar: 35 μm. Control mice were treated with an isotype-matched antibody (anti–human α_V_β_3_ integrin that does not cross-react with the mouse α_V_β_3_ integrin protein). α_V_ integrin, α_5_ integrin, β_1_ integrin, and p-FAK (red); α-SMA (green); DNA detected by Draq5/DAPI (blue). All experiments had *n* = 3. Values are expressed as mean ± SEM presented for 1 representative experiment of 2 independent experiments, with similar results; asterisks indicate statistically significant MFI between WT and/or β_8_ITG-cKO and/or WT (α_V_β_8_-IBA) at an indicated time point PCS or between 2 PCS time points. (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001); 1-way ANOVA with Tukey’s post hoc test. Graph colors: (**B**–**E**) red (WT 0 hours), green (WT 3 days), blue (β_8_ITG-cKO 0 hours), orange (β_8_ITG-cKO 3 days), purple (WT 3 days α_V_β_8_-IBA). C, lens capsule; LC, remnant lens cells; a, anterior; p, posterior; PCS, post cataract surgery; α_V_β_8_-IBA, α_V_β_8_ integrin blocking antibody.

**Figure 10:**
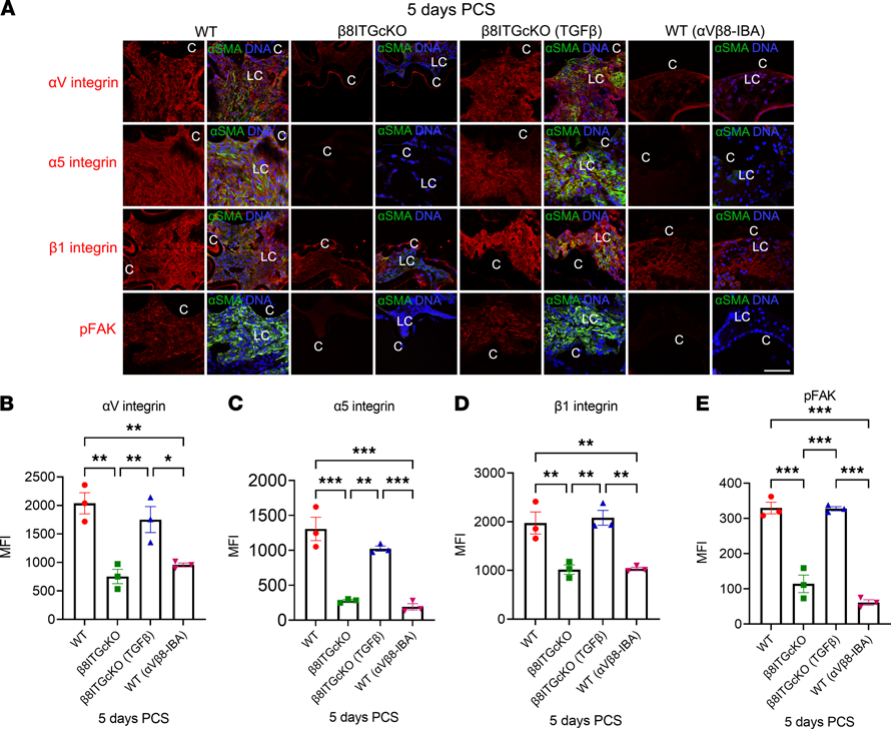
Upregulation of integrin expression and signaling 5 days PCS by LCs depends on α_V_β_8_ integrin. (**A**–**E**) Compared with WT LCs, both β_8_ITG-cKO (**A** and **B**, α_V_ integrin, *P* = 0.002; **A** and **C**, α_5_ integrin, *P* < 0.001; **A** and **D**, β_1_ integrin, *P* = 0.007; **A** and **E**, p-FAK, *P* < 0.001) and WT LCs treated with α_V_β_8_-IBA (**A** and **B**, α_V_ integrin, *P* = 0.006; **A** and **C**, α_5_ integrin, *P* < 0.001; **A** and **D**, β_1_ integrin, *P* = 0.008; **A** and **E**, p-FAK, *P* < 0.001) show attenuated levels for all 3 integrins and p-FAK at 5 days PCS. The addition of active TGF-β1 to β_8_ITG-cKO capsular bags rescues the attenuated integrin and p-FAK levels detected in β_8_ITG-cKO capsular bags (**A** and **B**, α_V_ integrin, *P* = 0.010; **A** and **C**, α_5_ integrin, *P* = 0.002; **A** and **D**, β_1_ integrin, *P* = 0.004; **A** and **E**, p-FAK, *P* < 0.001). Scale bar: 35 μm. Control mice were treated with an isotype-matched antibody (anti–human α_V_β_3_ integrin that does not cross-react with the mouse α_V_β_3_ integrin); α_V_ integrin, α_5_ integrin, β_1_ integrin and p-FAK (red), α-SMA (green), DNA detected by Draq5/DAPI (blue). All experiments had *n* = 3. Values are expressed as mean ± SEM presented for 1 representative experiment of 2 independent experiments, with similar results; asterisks indicate statistically significant MFI between WT and/or β_8_ITG-cKO and/or β_8_ITG-cKO (TGF-β) and/or WT (α_V_β_8_-IBA) at an indicated time point PCS or between 2 PCS time points. (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001); 1-way ANOVA with Tukey’s post hoc test. Graph colors: (**B**–**E**) red (WT), green (β_8_ITG-cKO), blue (β_8_ITG-cKO [TGF-β]), purple (WT [α_V_β_8_-IBA]). C, lens capsule; LC, remnant lens cells; PCS, post cataract surgery; α_V_β_8_-IBA, α_V_β_8_ integrin blocking antibody.

# Supplementary material for: αVβ8 integrin targeting to prevent posterior capsular opacification
**Source:** JCI Insight. 2021 Nov 8;6(21):e145715. doi: 10.1172/jci.insight.145715
**Supplement:** Supplemental data

## Supplemental Figure 1

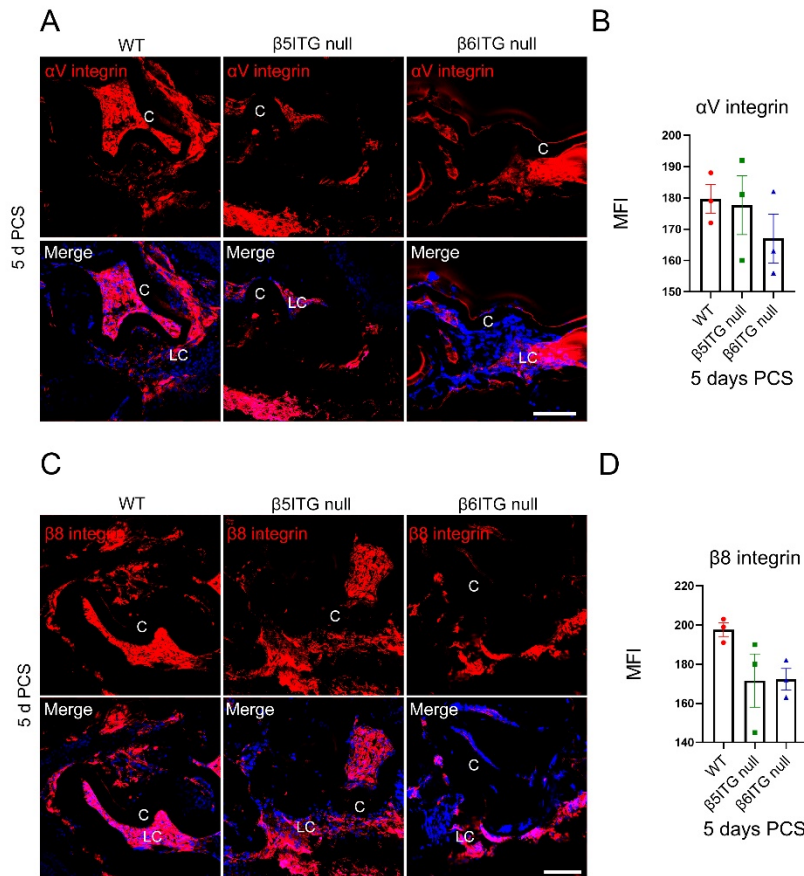

**(A-D)** Deletion of neither β5- nor β6 integrin affect the amount of αV- or β8- integrin protein produced by LCs PCS. All three mice strains (WT, β5ITG null, and β6ITG null) express comparable levels of αV integrin (A, B) and β8 integrin (C, D) protein at 5 d PCS (panels A & B; αV integrin, ( WT vs β5ITG null,  $P = 0.981$ ), (WT vs β6ITG null,  $P = 0.5$ )); ( panels C & D; β8 integrin, ( WT vs β5ITG null,  $P = 0.169$ ), (WT vs β6ITG null,  $P = 0.181$ )). C- lens capsule, LC- lens cells, d- day, WT- wildtype, β5ITG- β5 integrin, β6ITG- β6 integrin, blue represents DNA detected by Draq5, red represents αV integrin/ β8 integrin, scale bar- 72 μm. All experiments had N = 3. Values are expressed as mean  $\pm$  SEM. Asterisks (\*) indicate statistically significant MFI between two groups at 5 days PCS (\* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; \*\*\* $P \leq 0.001$ ); One-way ANOVA with Tukey's post hoc test. Graph legends; red (WT), green (β5ITG null), blue (β6ITG null).

## Supplemental Figure 2

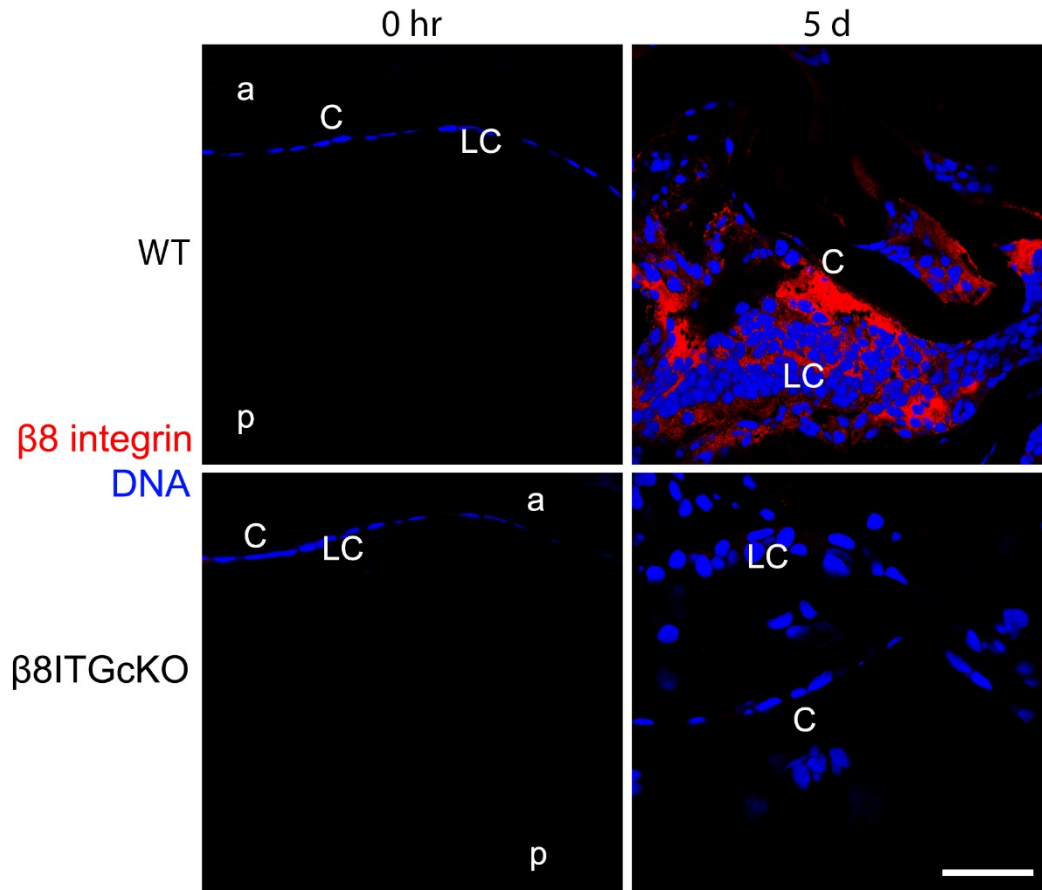

Immunofluorescence data reveals that the expression of  $\beta 8$  integrin protein (red) is absent both at 0 hour and 5 days post cataract surgery (PCS) in  $\beta 8$ ITGcKO lens cells (LCs) while wildtype LCs upregulate robust levels of  $\beta 8$  integrin protein (Red) at 5 days PCS suggesting the successful deletion of  $\beta 8$  integrin gene from the lens in  $\beta 8$ ITGcKO. C- lens capsule, LC- lens cells, a- anterior, p- posterior, d- day, hr- hour, WT- wildtype,  $\beta 8$ ITGcKO-  $\beta 8$  integrin conditional knockout, blue represents DNA detected by Draq5, scale bar- 36  $\mu$ m.

### Supplemental Figure 3

**A**

Differentially expressed genes (DEGs)

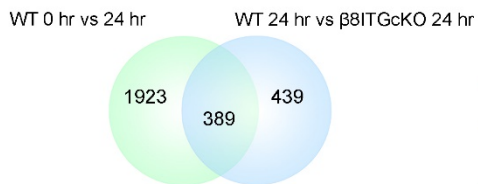

**B**

**(A)** A Venn diagram showing that a total of 2312 genes are differentially expressed (DEGs) in wildtype (WT) remnant lens cells (LCs) at 24-hours post cataract surgery (PCS) compared to 0 hour PCS. 

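With the paper's criteria, the authors' deposited table of q values gives 1273 genes higher and 1039 lower in WT LCs at 24 h PCS. Of the genes called here from the FPKM per library, 1612 are among them in the same direction, 1065 higher and 547 lower, and none is called in the opposite direction.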

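For β8ITG-cKO against WT LCs at 24 h PCS, 476 genes were called in the same direction here and by the authors' deposited q value, 444 higher and 32 lower in β8ITG-cKO. The authors' deposited table gives 678 higher and 150 lower, a share of 81.9% higher, against 92.2% among the calls made here.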

The expression levels of 828 genes were significantly different between WT and  $\beta$ 8ITGcKO ( $\beta$ 8 null) LCs at 24 hours PCS. Of these, 389 DEGs which exhibit altered expression levels (either upregulated or downregulated at 24 hours PCS from 0 hour PCS) in WT LCs in response to lens fiber cell removal, show significantly altered expression (either upregulated or downregulated) in  $\beta$ 8ITGcKO LCs at 24 hours PCS. **(B)** A breakdown of the differentially expressed genes between wildtype 0 hour and 24 hours PCS and between wildtype and  $\beta$ 8ITGcKO LCs at 24 hours PCS is depicted in a table.

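Besides the genes higher in WT at 24 h than at 0 h PCS and lower in β8ITG-cKO at 24 h, those called here in both comparisons were 66 genes lower in WT at 24 h and higher in β8ITG-cKO, 6 higher in both comparisons and 1 lower in both, 101 in all. With 1 library left out, the total ran from 48, without WT 24 h replicate 2, to 176, without WT 0 h replicate 3. The authors' deposited tables give 263, 17 and 7 genes for the classes named with 66, 6 and 1 genes here, of which 54, 1 and 1 are shared.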

## Supplemental Figure 4

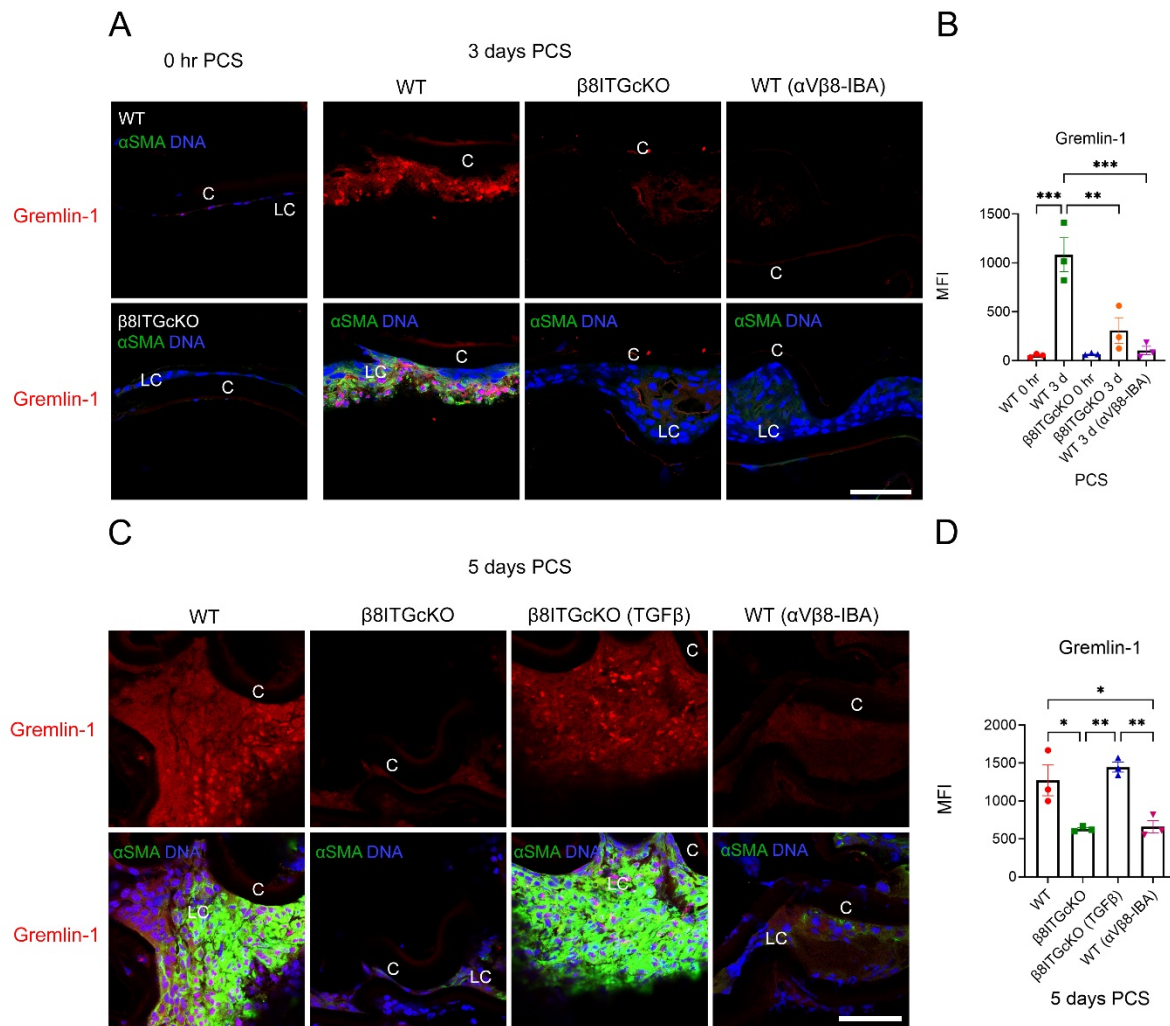

**(A & B)** WT LCs significantly upregulate gremlin-1 protein levels at 3 d PCS ( $***P < 0.001$ ) while  $\beta$ 8ITGcKO LCs fails to do so compared to WT ( $**P = 0.002$ ). The addition of an  $\alpha$ V $\beta$ 8 integrin blocking antibody ( $\alpha$ V $\beta$ 8-IBA) to WT also inhibits the upregulation of gremlin-1 expression compared to WT ( $***P < 0.001$ ). **(C, D)**  $\beta$ 8ITGcKO LCs exhibited lower gremlin-1 protein levels compared to WT at 5 days PCS ( $*P = 0.017$ ) while this phenomenon is rescued by treatment with active TGF $\beta$ 1 in  $\beta$ 8ITGcKO (TGF $\beta$ ) ( $**P = 0.004$ ) LCs at 5 d PCS. Treatment of WT LCs with  $\alpha$ V $\beta$ 8- IBA resulted in a similar inhibition of gremlin-1 levels compared to WT LCs ( $*P = 0.022$ ) and  $\beta$ 8ITGcKO LCs ( $P = 0.997$ ).

Abbreviations; Scale bar- 35  $\mu\text{m}$ , C- lens capsule, LC- remnant lens cells, MFI- mean fluorescence intensity, PCS- post cataract surgery,  $\alpha\text{V}\beta 8$ -IBA-  $\alpha\text{V}\beta 8$  integrin blocking antibody, Control mice were treated with an isotype-matched antibody (anti-human  $\alpha\text{V}\beta 3$  integrin that does not cross-react with the mouse  $\alpha\text{V}\beta 3$  integrin protein); gremlin-1 (red),  $\alpha\text{SMA}$  (green), DNA detected by Draq5 (blue). All experiments had  $N = 3$ . Values are expressed as mean  $\pm$  SEM. Asterisks (\*) indicate statistically significant MFI between WT and/or  $\beta 8\text{ITGcKO}$  and/or  $\beta 8\text{ITGcKO}$  ( $\text{TGF}\beta$ ) and/or WT ( $\alpha\text{V}\beta 8$ -IBA) at a PCS or between two PCS time points (\* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; \*\*\* $P \leq 0.001$ ); Student's t-test (correct for multiple comparisons using the Holm-Šídák method) or one-way ANOVA with Tukey's post hoc test.

Graph legends; (B) red (WT 0 hour), green (WT 3 days), blue ( $\beta 8\text{ITGcKO}$  0 hour), orange ( $\beta 8\text{ITGcKO}$  3 days), purple (WT 3 days ( $\alpha\text{V}\beta 8$ -IBA)); (D)- red (WT), green ( $\beta 8\text{ITGcKO}$ ), blue ( $\beta 8\text{ITGcKO}$  ( $\text{TGF}\beta$ )), purple (WT ( $\alpha\text{V}\beta 8$ -IBA)).

## Supplemental Figure 5

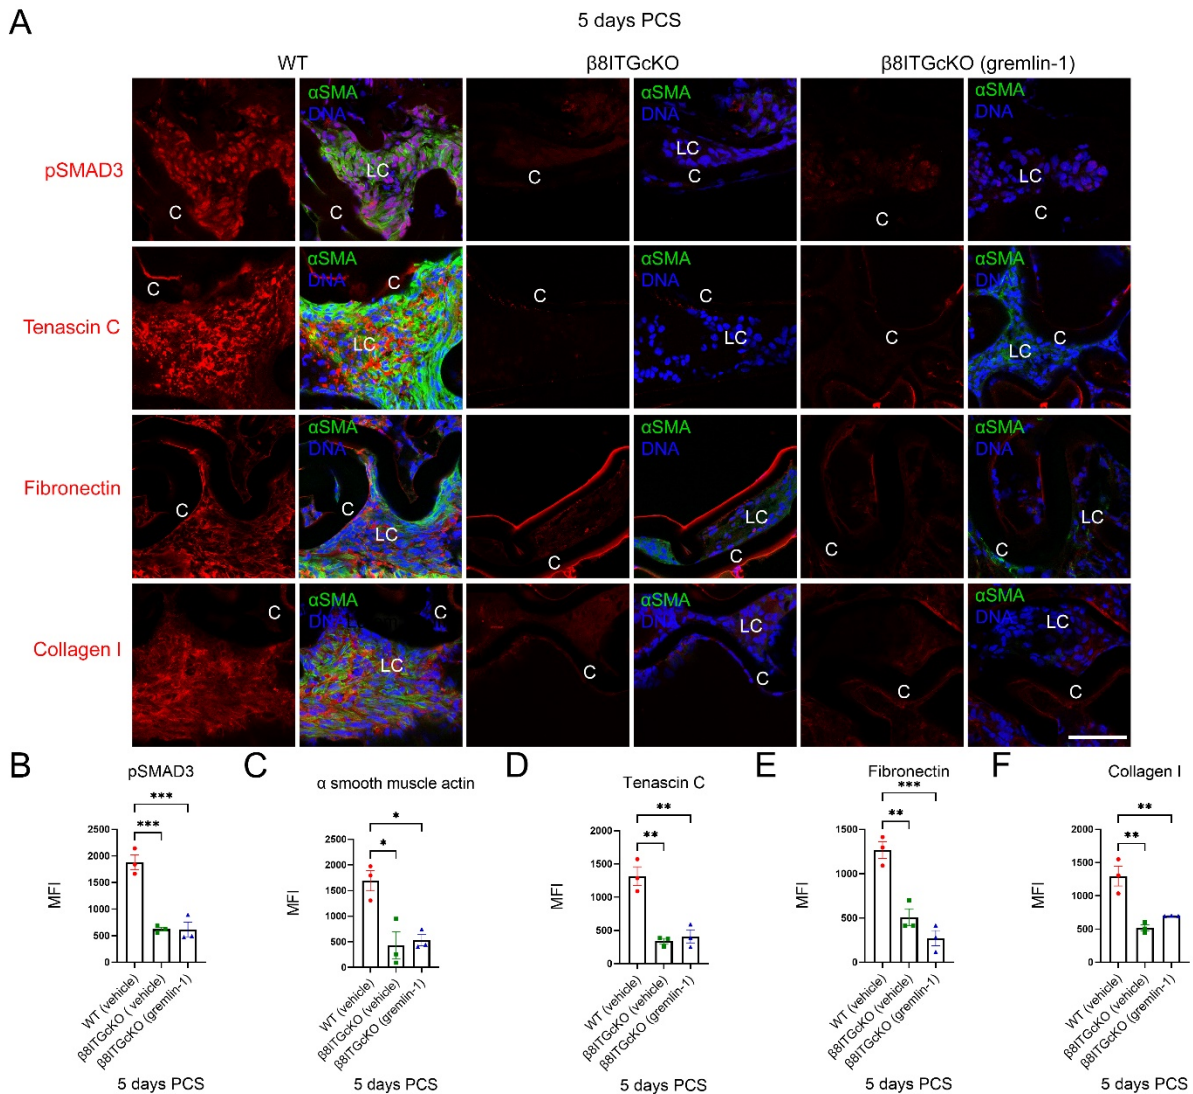

**(A - F)** The addition of gremlin-1 to  $\beta$ 8ITGcKO capsular bags does not rescue the defects in LC fibrotic response measured by pSMAD3 activation (panels A & B;  $P > 0.999$ ),  $\alpha$ SMA ( panels A & C;  $P = 0.933$  ), tenascin C (panels A & D;  $P = 0.874$ ), fibronectin ( panels A & E;  $P = 0.241$ ), and collagen I ( panels A & F;  $P = 0.385$ ) at 5 d PCS compared to  $\beta$ 8ITGcKO (vehicle).

Abbreviations: Scale bar- 35  $\mu$ m, C- lens capsule, LC- remnant lens cells, MFI- mean fluorescence intensity, PCS- post cataract surgery, pSMAD3, Tenascin C, Fibronectin, Collagen I (red),  $\alpha$ SMA (green), DNA detected by Draq5 (blue). All experiments had N = 3. Values are

expressed as mean  $\pm$  SEM. Asterisks (\*) indicate statistically significant MFI between WT and/or  $\beta$ 8ITGcKO and/or  $\beta$ 8ITGcKO (gremlin-1) at a PCS (\* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; \*\*\* $P \leq 0.001$ ); One-way ANOVA with Tukey's post hoc test.

Graph legends; red (WT), green ( $\beta$ 8ITGcKO), blue ( $\beta$ 8ITGcKO (gremlin-1)).

**Supplemental Table 1: Primers and PCR conditions used to perform genotyping in this study**

**Supplemental Table 2: Primary antibodies used in this study**

**Supplemental Table 3: Secondary antibodies and DNA dye used in this study**

**Supplemental Table 4: Genes known to be involved in inflammation are upregulated by LCs by 24 hr PCS.**

**FDR- False Discovery Rate, Avg- Average, FPKM- Fragments Per Kilobase Million**

**∞ Fold change could not be calculated as no RNA molecules were detected in LCs at 0 hours PCS**

**Supplemental Table 5: Genes upregulated in LCs at 24 hr PCS that are known to be involved in fibrosis either in PCO or other systems.**

**FDR- False Discovery Rate, Avg- Average, FPKM- Fragments Per Kilobase Million**

**Supplemental Table 6: Genes that are preferentially expressed in the lens or important for the lens cells homeostasis downregulate in LCs by 24 hr PCS.**

**FDR- False Discovery Rate, Avg- Average, FPKM- Fragments Per Kilobase Million**

**Supplemental Table 7: Genes that normally upregulate in remnant LCs whose upregulation is attenuated in  $\beta$ 8ITGcKO LCs at 24 hr PCS**

FC- Fold Change, WT- Wild Type, β8ITGcKO - β8 integrin conditional knockout, FDR- False Discovery Rate, Avg- Average, Hr- hour, FPKM- Fragments Per Kilobase Million, ∞ indicates that fold-change did not give a numerical value as FPKM of a specific gene appears 0 at WT 0 hour PCS

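The attenuation of the fibrosis and inflammation genes was followed in each genotype. In WT LCs, all 23 genes were higher at 24 h than at 0 h PCS, 22 with an adjusted p of at most 0.05 from limma-trend, and the median log2 change was 3.34. In β8ITG-cKO LCs, 22 of the genes were tested, 21 rose, each with an adjusted p of at most 0.05, and the median log2 change was 2.57. The difference between the changes was negative for all 23 genes, with a median of -0.89, and had an adjusted p of at most 0.05 for 3 of them.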

**Supplemental Table 8: Attenuated upregulation of 23 genes known to be involved in fibrosis and inflammation was observed in remnant  $\beta$ 8ITGcKO LCs at 24 hr PCS. Wildtype LCs typically upregulate the transcription of these genes in response to injury**

**FDR- False Discovery Rate, Avg- Average, FPKM- Fragments Per Kilobase Million**

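For TGF-β-induced genes compared between injured WT and β8ITG-cKO lenses, the change from 0 h to 24 h PCS was fitted in each genotype. In WT LCs, 55 of the 60 genes rose, 43 with an adjusted p of at most 0.05 from limma-trend, and 5 fell, with a median log2 change of 1.19. In β8ITG-cKO LCs, 46 of 56 genes tested rose and 10 fell, with a median of 0.82. The difference between the changes was tested for 58 genes: it was negative for 47 and positive for 11, and had an adjusted p of at most 0.05 for 8 of the negative and 1 of the positive. At 0 h itself, 30 of 52 genes tested were lower in β8ITG-cKO than in WT LCs, 11 with an adjusted p of at most 0.05. The other 22 were higher, 3 past the threshold, and the median was -0.11. For some of these genes the difference was thus there before 24 h.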

**Supplemental Table 9: Table of 60 TGF $\beta$ 1 responsive genes that upregulate more robustly in injured wildtype lenses than in injured  $\beta$ 8ITGcKO lenses. Transcription of these 60 genes is consistently upregulated in cultured primary cells stimulated with TGF $\beta$ 1 (32)**

H- Hour; FDR- False Discovery Rate; Avg- Average; FPKM- Fragments Per Kilobase Million.

**Supplemental Table 10: Table of 47 TGF $\beta$ 1 inhibited genes that downregulate more robustly in injured wildtype lenses than in injured  $\beta$ 8ITGcKO lenses. Transcription of these 47 genes decreases significantly 24 hours after injury, less so in  $\beta$ 8ITGcKO lenses than in wildtype lenses. Transcription of these 47 genes is consistently downregulated in cultured primary cells stimulated with TGF $\beta$ 1(32)**

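In WT LCs, 37 of the 44 genes of Supplemental Table 10 that were tested between 24 h and 0 h PCS were lower at 24 h, 14 of them with an adjusted p of at most 0.05 from limma-trend and 12 with every criterion met. The other 7 were higher at 24 h, 1 of them past the threshold. The median log2 change was -0.55. In β8ITG-cKO LCs, 39 of 46 genes were higher at 24 h than at 0 h, 26 of them with an adjusted p of at most 0.05, and 7 were lower, with a median of 0.55. The difference between the changes was positive for 44 of 45 genes, 25 with an adjusted p of at most 0.05. Retinal RNA may be part of this pattern. The mean of a list of retina genes was 37.9, 127 and 15.5 FPKM in WT 0 h and 7.95, 13.8 and 15 FPKM in WT 24 h. In β8ITG-cKO it was 37.1, 19.5 and 28.8 FPKM at 0 h and 101, 82.8 and 101 FPKM at 24 h. The difference between the changes was not tested after subtraction of an estimated retinal part.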

H- Hour; FDR- False Discovery Rate; Avg- Average; FPKM- Fragments Per Kilobase Million

How the deposited data were processed for this re-analysis (not part of the article)

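RNA from the LCs of WT (C57BL/6) and β8ITG-cKO lenses at 0 h and 24 h PCS was measured in 3 libraries per condition, 12 in all, each from 5 capsules. The authors prepared stranded total RNA libraries from low input, sequenced read pairs, and let Cuffdiff turn them into FPKM per library and gene. They deposited 4 tables, 1 per pair of conditions, with the FPKM of each library and Cuffdiff's group values, fold changes, p-values and q values. The aligner, the annotation and the genome build are not named in the paper's text. The authors' deposited fold changes are on the log2 scale. Cuffdiff's group values are not the means of the FPKM per library: for 17 genes compared in WT over time and 16 between the genotypes at 24 h, they were 1.12 to 1.75 times those means, while for some pseudogenes and predicted genes they were far lower (2.46 against a mean of 21.4 FPKM for Rpl3-ps2 in WT 24 h). A total of 8 value columns with no library of their own were not used as measurements. Read counts were not used here, so no precision from counting can be given, and relative depths (0.87 to 1.09) came from the steps between FPKM of genes with a mean below 0.3. A pseudocount limits what low values can show, and total RNA libraries put much of the FPKM in few genes.

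Gene symbols and positions are those of the files, compared with the GRCm38 annotation. Each pair of conditions was fitted with limma 3.58.1 in R 4.3.3 (limma-trend with eBayes) on log2(FPKM + 1), with genes of a mean of at least 0.5 FPKM over the 6 libraries and Benjamini-Hochberg adjustment. Calls needed an adjusted p of at most 0.05 and the paper's criteria on group means. The paper's reading of attenuation was tested as the interaction of genotype and time in 1 fit over 12 libraries. Genes in both comparisons with WT 24 h were counted, and the count with no true difference was simulated in 100 draws. The genes of Supplemental Tables 4 to 10 were taken as printed; the text gives 97 genes for Supplemental Table 7, and 96 were read. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

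Genes named are those that the paper's text or Figure 5A names, the first 3 of Supplemental Tables 4, 5 and 6, the TGF-β ligand genes, Mmp14 and the β3, β5 and β6 integrin genes, and in each comparison the 5 largest rises and 5 largest falls among called genes of at least 10 FPKM whose groups do not overlap. Genes of lists named beside a count were chosen after their values were seen. The values of some single genes are not reported here. A total of 15 marker lists were fixed at the start, for corneal epithelium, corneal stroma, iris and ciliary pigment cells, retina, neutrophils, macrophages, red blood cells, lens fiber cells, lens epithelium, male-linked and female-linked genes, interferon response, TGF-β targets, cell cycle and immediate early genes. The female-linked list is Xist alone and was not tested as a list. The others were tested with camera at a preset correlation of 0.01, beside fry and camera with an estimated correlation.

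On simulated data built from the means and spread of the real genes, with 200 genes changed, the fit called 84.5% of genes changed 2.5-fold, 93.5% of those changed 4-fold and 99.0% of those changed 8-fold, with 6, 14 and 7 other genes called among 15052, 15086 and 15079 tested. With no gene changed, 0 of 15089 genes were called. The interaction was found for 91.5% of genes changed 4-fold, among 15262 tested. In these simulations the changed genes were drawn from levels well above the filter on low values, and noise was independent between genes. The shares found do not apply to genes of low FPKM. In a simulated mixture with retinal RNA in 14916 genes, 179 of 200 genes given retinal FPKM were called higher, and 0 after subtraction, but calls among unchanged genes went from 10 to 38.

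Alternatives covered the thresholds, the pseudocount, the filter on low values, rescaling to the same median over genes with a mean of at least 2 FPKM, 1 fit over all groups, the replicate number as a block, the authors' deposited q value and each library left out. They were listed before the data were examined. Subtraction of an estimated retinal part was added after the data were seen, and its smaller-slope form after the result of the first subtraction was seen. The published list of TGF-β-regulated genes was not used here.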

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

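Among the tests in this part, those of handling before freezing and of Krt12 were chosen after the result was seen, as were the slopes taken within each 0 h group alone and the count at an unadjusted p under 0.05; the analysis settings, the marker lists and the other tests were set before the data were examined or before their own result was seen.

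The change between 0 h and 24 h differed between the genotypes for 1433 genes (adjusted p at most 0.05 from limma-trend). Of 100 random regroupings, the real one included, 1 gave as many. For 1043 of the genes the rise was larger or the fall smaller in β8ITG-cKO, so most of the difference is not an attenuated rise. Leaving out β8ITG-cKO 0 h replicate 2 gave 688 genes. A retinal part that varies between libraries, weighed below, enters this count as well, and its share of the 1433 genes was not tested.

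The paper does not report the comparison within β8ITG-cKO LCs, in which 2294 genes were called between 24 h and 0 h, 1719 higher and 575 lower (2282 by the authors' deposited q value, 1373 higher and 909 lower), with 1 of 10 splits, the real one, giving as many and at most 1 gene in any other; 10 splits cannot show a share under 10%. The median gene lay 0.23 higher at 24 h on the log2 scale. After rescaling to the same median the calls were 1173 higher and 878 lower, so the excess of higher genes depends on the scale. Leaving out 1 library gave from 2229 to 2391 genes. All 18 lens fiber genes tested were lower at 24 h in β8ITG-cKO LCs and also in WT LCs, which are separate libraries. This argues against chance as the source of the change in these 18 genes. By design the groups differ in the time since surgery, and whether they differ in anything else was not tested.

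Nor does the paper report β8ITG-cKO against WT LCs at 0 h, where 371 genes were called, 198 higher and 173 lower (556 by the authors' deposited q value, 189 higher and 367 lower, so the balance depends on the method), again with 1 of 10 splits, the real one, giving as many and at most 2 genes in any other. The number was 125 without β8ITG-cKO 0 h replicate 3 and 130 with no filter on low values. In this comparison the immediate early genes had a median log2 change of -1.84, with all 13 genes tested lower and an FDR of 2.18e-11 from camera. Ccl2 was at 309.71, 189.46 and 104.97 FPKM in WT and 3.18, 6.87 and 3.73 FPKM in β8ITG-cKO, and Fos at 83.61, 29.60 and 14.02 FPKM in WT and 1.08, 1.09 and 1.37 FPKM in β8ITG-cKO. Within WT 0 h, 10 of 14 genes of the list fell in the order of replicates 1, 2 and 3, against 16.7% for each gene by chance, though the genes are not independent. A candidate explanation is a longer time or rougher handling between surgery and freezing of the WT capsules; since neither the order nor the time of handling is known, handling and genotype cannot be told apart for these genes. The 0 h level is also the baseline of every change over time reported here.

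At 0 h the red blood cell genes were lower in β8ITG-cKO (median log2 change -2.35, 5 of 5 genes, FDR = 2.82e-06), with Hba-a1 at 60.1, 29.8 and 34.5 FPKM in WT and 6.60, 2.58 and 4.47 FPKM in β8ITG-cKO. The lens epithelium list was 0.21 higher (10 of 12 genes, FDR = 0.0455, or 0.105 without the genes that the study's tables hold) and the cell cycle list 0.57 higher (17 of 17 genes, FDR = 3.17e-05). The TGF-β targets were already lower at 0 h (median log2 change -0.19, 13 of 17 genes, FDR = 0.0455 with camera). Their FDR was 0.14 with fry, and 0.097 with camera without the genes that the tables hold. The iris and ciliary pigment cell list was lower too (-0.89, 6 of 8 genes, FDR = 0.0179 with camera, 0.355 with fry). The amount of blood on the capsules was not tested against other explanations, and no biological explanation of these lists was tested. Of the 55 list tests, 29 had an FDR of at most 0.05 with camera, 22 with fry and 0 with an estimated correlation, with 8 at an unadjusted p under 0.05; 21 of 100 random regroupings gave as many lists, so the number of lists alone argues for nothing. In the lists named in this part, the results for immediate early genes, red blood cells, cell cycle and lens epithelium at 0 h, and for retina, corneal epithelium and lens epithelium at 24 h, had an FDR of at most 0.05 with fry too.

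Among the marker lists, the retina list changed most between the genotypes at 24 h, in genes outside those the paper discusses, with a median log2 change of 2.87 in β8ITG-cKO against WT, from 2.5 to 3.32 over its 10 genes, each with an adjusted p of at most 0.05 (FDR = 5.28e-16 for the list). None of the 10 genes is in the study's tables. The list's mean was 101, 82.8 and 101 FPKM in β8ITG-cKO 24 h, 7.95, 13.8 and 15.0 FPKM in WT 24 h, 37.9, 127 and 15.5 FPKM in WT 0 h, and 37.1, 19.5 and 28.8 FPKM in β8ITG-cKO 0 h, so it varied within WT 0 h as well. Lens cells that switch on rod genes would leave genes of other retinal cells unmoved, but the median log2 change of those was 1.53, with 17 of 17 higher and 13 with an adjusted p of at most 0.05, which argues against that explanation. Retinal tissue in the libraries may explain part of the genes higher in β8ITG-cKO at 24 h: from each gene's slope on the retina list within the 0 h groups, at least 50% of the difference was predicted for 37.6% of them (191 of 508), against 2.6% of uncalled genes of the same level and at most 24 genes in 1000 draws. Here and below, the prediction for such a matched gene was set against the difference of its partner in the set, not its own. For the genes of Supplemental Table 10 the share was 51.1% (24 of 47), against 15.7% and at most 16 genes. For the authors' deposited class lower in WT at 24 h and higher in β8ITG-cKO, it was 62.2% (158 of 254), against 6.2%. The slope rests almost wholly on WT 0 h replicate 2. With the slope from β8ITG-cKO 0 h alone, the shares were 46.3% against 30.9% in matched genes, and for Supplemental Table 10 53.2% (25 genes) against 44.1%, where up to 30 matched genes did as well, so that slope does not set Supplemental Table 10 apart. For genes lower in WT at 24 h than at 0 h the share was 6.1% (36 of 591), against 3.7% and up to 38 genes, which argues against retina as their main source.

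A retinal part also dilutes lens RNA. The predicted retinal share of the summed FPKM was 4.3% in WT 24 h and 31.1% in β8ITG-cKO 24 h, as upper limits of the prediction, and would lower every lens gene by 1.39-fold at most. These are estimates from the slopes on the retina list, which rest almost wholly on WT 0 h replicate 2, and not measured limits. If they hold, dilution is not the whole of the falls over 2-fold. For smaller falls, such as those of most genes of Supplemental Table 9, dilution may be part of the difference. Whether the retinal RNA comes from dissection or from the operated eye was not tested.

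The corneal epithelium list was lower in β8ITG-cKO at 24 h (median log2 change -0.88, 14 of 14 genes, FDR = 1.41e-06), and 8 of its genes are in the study's tables. Corneal epithelial cells on the WT capsules would bring Krt12, but its highest value was 0.13 FPKM in WT 24 h replicates 2 and 3 (4.62 FPKM in replicate 1), while Sfn was at 10.4, 13.1 and 5.35 FPKM and Perp at 36.4, 29.8 and 35.1 FPKM. In WT 24 h replicate 3, however, Krt15 was at 46.4 FPKM and Krt5 at 6.88 FPKM, against at most 3.51 and 0.587 FPKM in β8ITG-cKO 24 h, which goes with epithelial cells in that library. The values for single genes and libraries do not decide the source: surface epithelium on the WT capsules stays open, as does a change in the lens cells themselves. The lens epithelium list was lower by a small amount (median log2 change -0.21, 11 of 12 genes, FDR = 0.00158), for which dilution by retinal RNA of the estimated size, up to 1.39-fold, may be enough.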

How the results depend on the processing

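In this part, the subtraction of a retinal part, its smaller-slope form and the counts at an unadjusted p under 0.05 were chosen after the result was seen; the other tests were not. Where a cause is not given, the cause was not tested.

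Thresholds moved the counts by their construction. With the adjusted p alone, 4500 genes were called in WT 24 h against 0 h, 966 in β8ITG-cKO against WT at 24 h, 7030 in β8ITG-cKO 24 h against 0 h and 1020 in β8ITG-cKO against WT at 0 h, and 68 genes rose in WT and were lower in β8ITG-cKO, 32 of them not raised in β8ITG-cKO. With a fold change over 1.5, the numbers were 3433, 3765 and 720 for the comparisons over time in WT and in β8ITG-cKO and for 0 h, and 50 and 27 for the overlaps. With a fold change over 4, they were 660, 342, 899 and 101, and with at least 10 FPKM and a difference over 10 FPKM 780, 132, 817 and 156, in the order given first. With no filter on low values, 130 genes were called at 0 h.

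Adjusted over the list alone, 16 genes of Supplemental Table 8, 27 of Supplemental Table 9 and 42 of Supplemental Table 10 passed. By the authors' deposited q value, 19, 60 and 47 passed, and 102 and 67 genes were in the overlaps. After rescaling to the same median, 7 genes of Supplemental Table 9 passed. Subtraction of the retinal part gave 356 genes at 24 h (182 higher and 174 lower), 2 genes of Supplemental Table 8 and 11 of Supplemental Table 10, and with the smaller slope 433 genes at 24 h (308 higher and 125 lower) and 15 of Supplemental Table 10. The subtraction also raised calls among unchanged simulated genes, so its lower genes may be partly its own product. With an estimated correlation, 0 marker lists passed.

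The replicate numbers of the groups pair no animals: correlations of the residuals of equal numbers ran from -0.25 to 0.10, so the libraries share only a number. With the replicate block, 224 genes were called at 0 h, 18 were in the overlap, and 2, 0 (39 at an unadjusted p under 0.05) and 14 genes of Supplemental Tables 8, 9 and 10 passed; for no other count did the block move the number by over 1.5 times.

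Leaving out each library in turn gave from 371 to 638 genes in β8ITG-cKO against WT at 24 h, from 125 to 378 at 0 h, from 11 to 63 and from 7 to 46 in the overlaps, and from 688 to 1921 for the interaction. It gave from 2 to 6, from 0 to 21 and from 11 to 22 genes of Supplemental Tables 8, 9 and 10; the 0 came without β8ITG-cKO 24 h replicate 2 or 3, with 30 and 24 genes at an unadjusted p under 0.05. No gene called both with all libraries and with 1 left out changed sign. The counts over time in WT (1650 to 2611) and in β8ITG-cKO (2229 to 2391) stayed within 1.5 times.

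Directions reversed for genes near 0. Itgb8 in WT 24 h against 0 h had a log2 change of -0.196 after rescaling, -0.076 without WT 0 h replicate 1 and 0 without WT 24 h replicate 3, up to 0.18 without WT 0 h replicate 2. In β8ITG-cKO against WT at 24 h, Fn1 ran from -0.838 without WT 24 h replicate 3 to 0.126 without WT 24 h replicate 2, and Tnc from -0.859 to 0.189 without the same libraries, Tgfb3 at -0.049 after rescaling and at -0.05, -0.067, -0.015 and -0.002 in 4 of the fits without 1 library (0.137 at most), and Itgb5 at 0.105 and 0.018 in 2 of them (-0.211 at least). With fry, the direction reversed for red blood cells (FDR = 0.799) and male-linked genes (0.893) in WT over time, for corneal stroma (0.767), iris and ciliary pigment cells (0.0967) and male-linked genes (0.703) in β8ITG-cKO over time, and for lens fiber cells (0.779) at 0 h.

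Of the other outcomes, the 55 list tests gave 168 the same, 44 weaker and 1 stronger, and the 90 results for named genes gave 776 the same, 27 weaker, 8 stronger and 49 moved. The depth of the libraries is unknown, which limits genes of a few FPKM.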

Differences from the paper's values

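Running every setting on the number of genes called in both comparisons was chosen after the result was seen; the settings themselves and the other tests were not.

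In WT LCs at 24 h against 0 h, 593 genes were called lower against the paper's 1039. A gap is taken as closed here when neither count is over 1.5 times the other, which leaves some counts well apart. Of the alternatives set before the data were examined, the gap was closed with a fold change over 1.5 (921), the adjusted p alone (1335), rescaling to the same median (963), without WT 0 h replicate 3 (703) and with the authors' deposited q value (1039), and by no other.

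Genes called in both comparisons numbered 101 against the paper's 389. The authors' deposited q value (389) closed the gap. The other alternatives set before the data were examined, run in both comparisons at once, gave from 19 to 241 genes and did not.

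Genes raised in WT and lower in β8ITG-cKO at 24 h numbered 28 against the paper's 97. The adjusted p alone (68) and the authors' deposited q value (102) closed the gap. A fold change over 1.5, a pseudocount of 0.1, the replicate block and the fits without 1 library did not. The paper's text and its Supplemental Table 7 count fewer genes than the deposited q values give.

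With the authors' deposited q value, the numbers of genes called, 2312 in WT over time and 828 between the genotypes at 24 h, equal the paper's.

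The paper states that Fn1 and Tnc differed between the genotypes at 24 h. Their adjusted p here was 0.744 and 0.77, and the authors' deposited q values are 0.119 and 0.0977. It states the same of Thbs1, Itga5 and Acta2, whose adjusted p here was 0.269, 0.0692 and 0.419; the authors' deposited q value of 0.00101 calls these 3. Itga5 also passed after rescaling to the same median (0.0467), without WT 24 h replicate 2 (0.033) and without WT 24 h replicate 3 (0.0435). For the heatmap genes Itgb1, Itgav, Snai1, Lox, Mmp3 and Mmp19, the adjusted p here was above 0.05; Lox passed without WT 24 h replicate 1 (0.0191) and Mmp3 without β8ITG-cKO 24 h replicate 1 (0.0337), and the authors' deposited q value is at most 0.05 for Snai1, Lox, Mmp3 and Mmp19. The paper states that the genes of Supplemental Table 10 fell in WT by 24 h; 7 of the 44 tested were higher at 24 h.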

Other observations

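In this part, the tests of Xist against Y-linked genes and of pseudogene names were chosen after the result was seen.

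Splitting the 6 libraries in every other way tests whether the groups matter. Of 10 splits, 1, the real one, gave as many calls in WT over time (2159, at most 2 in any other) and between the genotypes at 24 h (562, at most 1 in any other), and 1 as many genes past the threshold in each of Supplemental Tables 8, 9 and 10, where 10 splits cannot show a share under 10%. The study chose the genes of these tables on the real grouping of these libraries, so for the tables the splits are not independent evidence. For genes raised in WT and lower in β8ITG-cKO, 4 of 100 random regroupings, the real one included, gave as many (28, and 342 at most in another), and for those also not raised in β8ITG-cKO, 2 of 100 (17, and 30 at most in another).

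Between the genotypes, 31 genes were called in the same direction at 0 h and at 24 h, 22 higher and 9 lower in β8ITG-cKO, and 1 in opposite directions, of 13987 tested in both. Among the lower ones were Sfn, Tm4sf1 and Pttg1, so that for these the difference was there before 24 h. A chromosome segment carried with the floxed allele would place such genes near Itgb8, but 0% were on chromosome 12, against 3.8% of tested genes (exact p = 0.631), and with 31 genes the absence weighs little. Pseudogenes and predicted genes made up 54.8% (17 genes), against 14.5% (exact p = 1.88e-07). Strain variants in shared reads may explain these, since the paper gives a mixed C57BL/6J and 129/Sv background for the floxed allele, C57BL/6 for the Cre mice and for WT, and backcrossing to C57BL/6 for over 10 generations, which would leave few such variants if it covers the floxed allele. How much 129/Sv sequence the β8ITG-cKO mice kept was not tested, and variants and genotype cannot be told apart here.

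Xist and the 4 Y-linked genes moved in opposite directions over the 12 libraries (Pearson r = -0.97, permutation p = 2e-05; Spearman rho = -0.9, permutation p = 0.0002; r = -0.95 and rho = -0.87 without the 2 libraries farthest from the median of Xist), which pools of different sex may explain. Xist was at 0.0354, 19.9 and 60.6 FPKM in WT 0 h, 48.0, 3.43 and 0.486 FPKM in WT 24 h, 45.2, 44.2 and 45.9 FPKM in β8ITG-cKO 0 h, and 49.3, 0.759 and 36.7 FPKM in β8ITG-cKO 24 h. Of the genes called between the genotypes at 24 h, 2.14% were on X or Y, against 3.18% of tested genes, and 0 on Y, which argues against sex as their main source.

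In WT 24 h, all 18 cell cycle genes fell in the order of replicates 1, 2 and 3, with Mki67 at 27.0, 4.46 and 1.31 FPKM, against 10.4, 21.6 and 25.2 FPKM in β8ITG-cKO 24 h. Ifit3 was at 10.2, 35.2 and 35.8 FPKM in WT 24 h and 9.02, 10.4 and 8.68 FPKM in β8ITG-cKO 24 h.

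The other marker lists in β8ITG-cKO against WT at 24 h had median log2 changes of -0.14 (corneal stroma, FDR = 0.304), -0.11 (iris and ciliary pigment cells, 0.045), -0.58 (neutrophils, 0.00508), 0.20 (macrophages, 0.87), 0.35 (red blood cells, 0.854), 0.01 (lens fiber cells, 0.503), -0.37 (male-linked, 0.482), -0.50 (interferon response, 0.000134), -0.32 (TGF-β targets, 0.000516), 0.61 (cell cycle, 0.0283) and -0.18 (immediate early genes, 0.193). None of these 11 had an FDR of at most 0.05 with fry. The study's tables hold 10 TGF-β targets, 10 lens fiber, 6 interferon, 3 immediate early, 3 lens epithelium, 2 neutrophil, 1 cell cycle and 1 corneal stroma genes of these lists, and no gene of the macrophage, iris, male-linked and red blood cell lists. Without the genes that the tables hold, the FDR was 0.126 for TGF-β targets, 0.061 for interferon response, 0.0755 for neutrophils and 0.037 for the cell cycle.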
